# RNA Biomarker Trends across Type I and Type II Aerobic Methanotrophs in Response to Methane Oxidation Rates and Transcriptome Response to Short-Term Methane and Oxygen Limitation in Methylomicrobium album BG8

**DOI:** 10.1128/spectrum.00003-22

**Published:** 2022-06-09

**Authors:** Egidio F. Tentori, Shania Fang, Ruth E. Richardson

**Keywords:** methanotrophs, methane oxidation, *Methylomicrobium album* BG8, *Methylocystis parvus* OBBP, RNA-seq, *pmoA*, biomarkers

## Abstract

Methanotrophs, which help regulate atmospheric levels of methane, are active in diverse natural and man-made environments. This range of habitats and the feast-famine cycles seen by many environmental methanotrophs suggest that methanotrophs dynamically mediate rates of methane oxidation. Global methane budgets require ways to account for this variability in time and space. Functional gene biomarker transcripts are increasingly studied to inform the dynamics of diverse biogeochemical cycles. Previously, per-cell transcript levels of the methane oxidation biomarker *pmoA* were found to vary quantitatively with respect to methane oxidation rates in the model aerobic methanotroph Methylosinus trichosporium OB3b. In the present study, these trends were explored for two additional aerobic methanotroph pure cultures grown in membrane bioreactors, Methylocystis parvus OBBP and Methylomicrobium album BG8. At steady-state conditions, per-cell *pmoA* mRNA transcript levels strongly correlated with per-cell methane oxidation across the three methanotrophs across many orders of magnitude of activity (*R*^2^ = 0.91). The inclusion of both type I and type II aerobic methanotrophs suggests a universal trend between *in situ* activity level and *pmoA* RNA biomarker levels which can aid in improving estimates of both subsurface and atmospheric methane. Additionally, genome-wide expression data (obtained by transcriptome sequencing [RNA-seq]) were used to explore transcriptomic responses of steady-state *M. album* BG8 cultures to short-term CH_4_ and O_2_ limitation. These limitations induced regulation of genes involved in central carbon metabolism (including carbon storage), cell motility, and stress response.

**IMPORTANCE** Methanotrophs are naturally occurring microorganisms capable of oxidizing methane, having an impact on global net methane emissions. Additionally, they have also gained interest for their biotechnological applications in single-cell protein production, biofuels, and bioplastics. Having better ways of measuring methanotroph activity and understanding how methanotrophs respond to changing conditions is imperative for both optimization in controlled-growth applications and understanding *in situ* methane oxidation rates. In this study, we explored the applicability of methane oxidation biomarkers as a universal indicator of methanotrophic activity and explored methanotroph transcriptomic response to short-term changes in substrate availability. Our results contribute to better understanding the activity of aerobic methanotrophs, their core metabolic pathways, and their stress responses.

## INTRODUCTION

Methanotrophs are microbes capable of getting all their carbon and energy from methane, the second most abundant greenhouse gas after carbon dioxide (1, 2). Methanotrophs represent the only known biological methane sink and play a pivotal role in the global methane cycle (3). Methanotroph-based biotechnologies, coupling methane oxidation with production of value-added products like methanol, biopolymers, single-cell proteins, lipids, and enzymes, have been gaining interest (4–6). Therefore, they represent a possible lynchpin in biorefinery scenarios for conversion of methane and/or biogas to bioproducts.

Methanotrophic bacteria are found in the phyla *Proteobacteria* and, more recently, *Verrucomicrobia* (7, 8) and NC10 (9). The most widely studied methanotrophs are from the classes *Gammaproteobacteria* and *Alphaproteobacteria*, and based on physiological characteristics, they were historically divided into type I and type II methanotrophs, respectively (10, 11). However, methanotrophs can exhibit considerable metabolic flexibility even among methanotrophs of the same type. For example, they are capable of using nitrate or ammonium as a nitrogen source (12, 13), nitrogen fixation (14), carbon accumulation under nutrient-limited conditions (15, 16), and long-term survival under starvation conditions (17–21).

A defining characteristic shared by almost all methanotrophic bacteria is methane monooxygenase (MMO) enzymes, which initiate methane oxidation (22). Methane is converted to methanol, followed by formaldehyde, which can be either incorporated as biomass or ultimately converted to CO_2_. Two distinct MMOs can be found in methanotrophs, particulate methane monooxygenase (pMMO) and soluble methane monooxygenase (sMMO). Methanotrophs that possess both MMOs express pMMO under high copper-to-biomass ratios and sMMO at low copper-to-biomass ratios (23). Gene and gene expression amounts of pMMO and sMMO subunits, genes *pmoA* and *mmoX*, respectively, are used to quantify populations of methanotrophs, their activities, and their transcriptional and phenotypic response to changes in conditions (24–26). As nearly all aerobic methanotrophs possess pMMO, gene *pmoA* is the preferred biomarker to determine both their abundance and methane oxidation activity.

Approaches that quantify both biomarker mRNA transcripts and/or enzymes in addition to microbial amounts have been suggested as estimators of microbial contributions in biogeochemically relevant processes (27). The utility of protein and mRNA biomarkers in microbial communities has been demonstrated previously, in both identifying microbial function and determining *in situ* activities of specific community members (28–31). Periods of temporal variations affecting microbial activity would also be reflected by changes in their respective mRNA or enzyme pools.

In methanotrophs, increases in *pmoA* gene copies and *pmoA* transcript levels correlate with increased methane oxidation (6, 32–34) and have been proposed as quantitative indicators of their activity (35, 36). Recently, a strong correlation between steady-state per-cell *pmoA* transcript levels and per-cell methane oxidation rate was demonstrated in the type I methanotroph Methylosinus trichosporium OB3b grown in membrane bioreactors (37). If similar relationships between biomarker amounts and activity are shared across different methanotrophs, they could allow dynamic inference of *in situ* methane oxidation rates.

The goal of this study was to explore correlations between methane oxidation biomarker amounts and methanotrophic activity across aerobic methanotrophs species and obtain further insight into their transcriptomic response to dynamic conditions of substrate availability. To assess this, aerobic methanotrophs Methylocystis parvus OBBP (type II) and Methylomicrobium album BG8 (type I) were grown in membrane bioreactors under different conditions where biomarker *pmoA* gene and transcript amounts (via quantitative PCR [qPCR] and reverse transcription-qPCR) were measured. Additionally, effects of short-term (less than one retention time [RT]) substrate (O_2_ and CH_4_) limitation and recovery on RNA biomarker expression were explored in *M. album* BG8 using a targeted qPCR approach and RNA sequencing to determine temporal expression patterns under dynamic conditions influenced by environmental factors.

## RESULTS AND DISCUSSION

### Steady-state reactor performance.

Reactor flow rates were monitored, and retention times (RTs) were consistent throughout operation. Reactors had average RTs of 2.8, 4.3, 5.7, and 9.1 days for *M. album* BG8 reactors and 2.8, 4.3, 5.8, and 9.0 days for *M. parvus* OBBP (see Fig. S1 in the supplemental material). RTs ensured that the methanotroph cultures in these reactors could reach distinct steady-state growth conditions. Reactors were considered steady state when biomass, oxygen, and methane levels were not changing significantly. All reactors reached steady-state conditions at all four RTs (Fig. 1); duration, average biomass and substrate levels, and methane oxidation rates for steady-state periods are provided in Tables S1 and S2.

**FIG 1:**
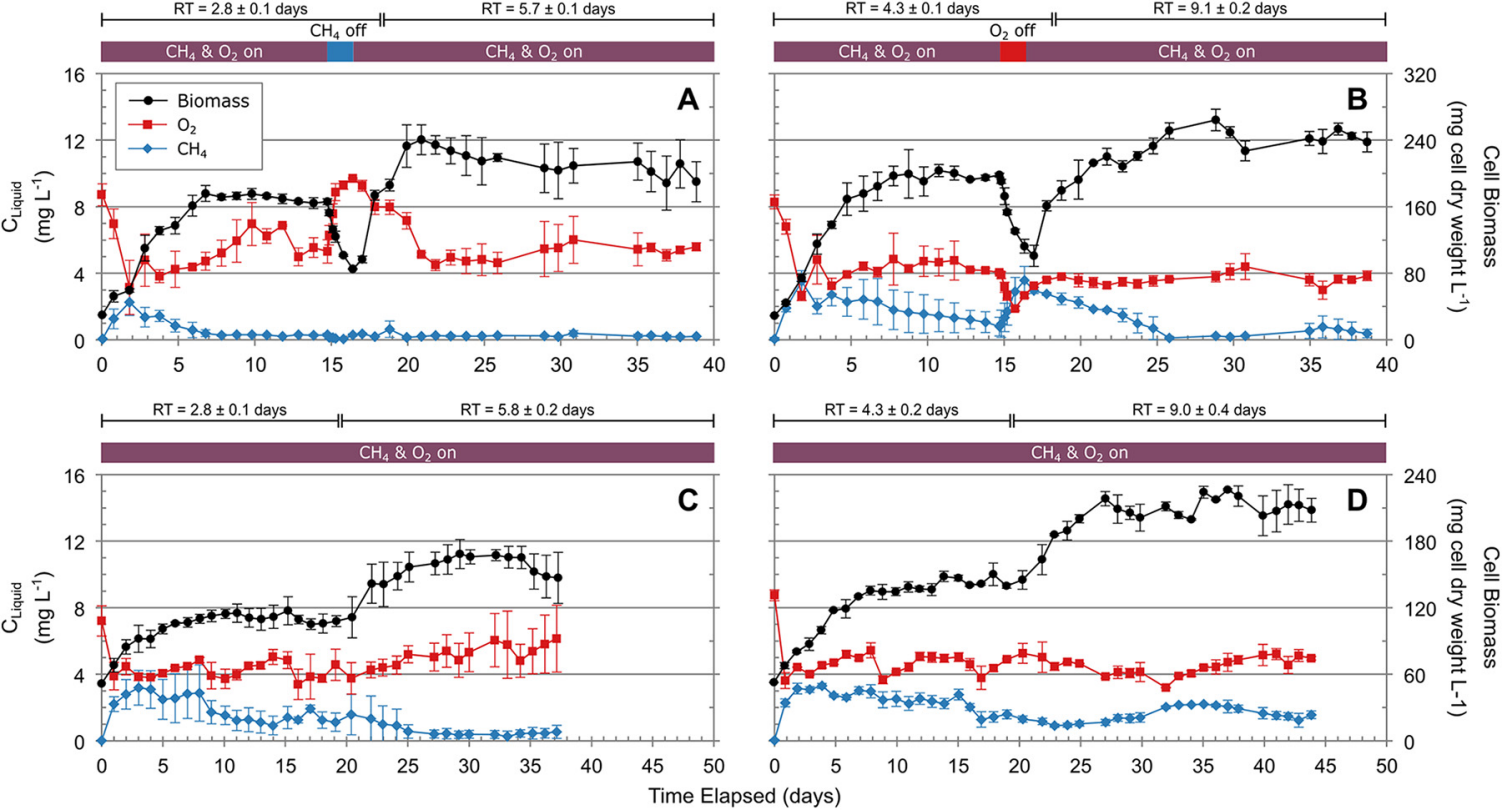
Performance of *M. album* BG8 and *M. parvus* OBBP reactors. (A) *M. album* BG8, 2.8-day RT, CH_4_ limitation, transition to 5.7-day RT; (B) *M. album* BG8, 4.3-day RT, O_2_ limitation, transition to 9.1-day RT; (C) *M. parvus* OBBP, 2.8-day RT, 5.8-day RT; (D) *M. parvus* OBBP, 4.3-day RT, 9.0-day RT. Aqueous concentrations of CH_4_ and O_2_, left *y* axis, and biomass, right *y* axis. Data are means ± standard deviations from triplicate reactors.

Steady-state periods of *M. album* BG8 reactors are provided in Table S1 and shown in Fig. 1A and B. Dissolved-methane concentrations ranged between 0.21 and 1.68 mg L^−1^, and oxygen concentrations ranged from 3.77 to 5.26 mg L^−1^, decreasing with increasing retention time. Steady-state periods of the *M. parvus* OBBP reactors are provided in Table S2 and shown in Fig. 1C and D. Dissolved-methane concentrations ranged between 0.42 and 2.16 mg L^−1^, while oxygen concentrations varied only slightly across all RTs, ranging from 4.19 to 5.41 mg L^−1^. Both cultures followed the trend of increasing biomass with increasing retention time. Overall, biomass levels for *M. album* BG8 reactors were higher than for *M. parvus* OBBP for reactors with equivalent retention times. Differences in biomass amounts could be from differences in growth rate, internal carbon storage, and intracytoplasmic membrane (ICM) amounts, which differ between type I and type II methanotrophs (38). Methane levels observed during substrate limitation periods for both cultures were not always below reported methanotroph half-saturation constant (*K_S_*) values reported in the literature, which range from 0.06 to 1.48 mg L^−1^ (39–41). However, the observed levels were enough to affect methanotroph growth and activity. It is known that *K_S_* values are system specific (e.g., impacted significantly with stirring rate) and could be higher in the case of the methanotrophs grown in the membrane bioreactors. Volume-normalized methane oxidation rates were consistent across retention times and cultures (0.095 to 0.105 mg CH_4_ mL^−1 ^day^−1^) (Tables S1 and S2). Biomass-normalized methane oxidation rates decreased with increasing retention times for both cultures, reflecting the increase in biomass with retention time. Reactors had similar overall methane consumption rates while having distinct biomass levels. Differences in biomass-normalized methane oxidation rates implied different activities of the reactor methanotroph populations. Methane oxidation rates in this study agreed with reported literature values of 0.00014 to 0.14 mg CH_4_ mL^−1 ^day^−1^ (42) and 0.48 to 3.85 mg CH_4_ mg cell (dry weight)^−1 ^day^−1^ (37, 43) for aerobic methanotrophs.

### Biomarker amounts and oxidation rates under steady-state conditions.

Correlations between steady-state methane oxidation activity and cell and *pmoA* transcript amounts for *M. album* BG8 and *M. parvus* OBBP reactors were determined for the sample times indicated in Tables 1 and 2 and Fig. S2. For both methanotrophs, reactor methane oxidation rates and *pmoA* transcript amounts were normalized by corresponding genome amounts to obtain per-cell methane oxidation rates and per-cell *pmoA* transcript levels (Fig. 2).

**FIG 2:**
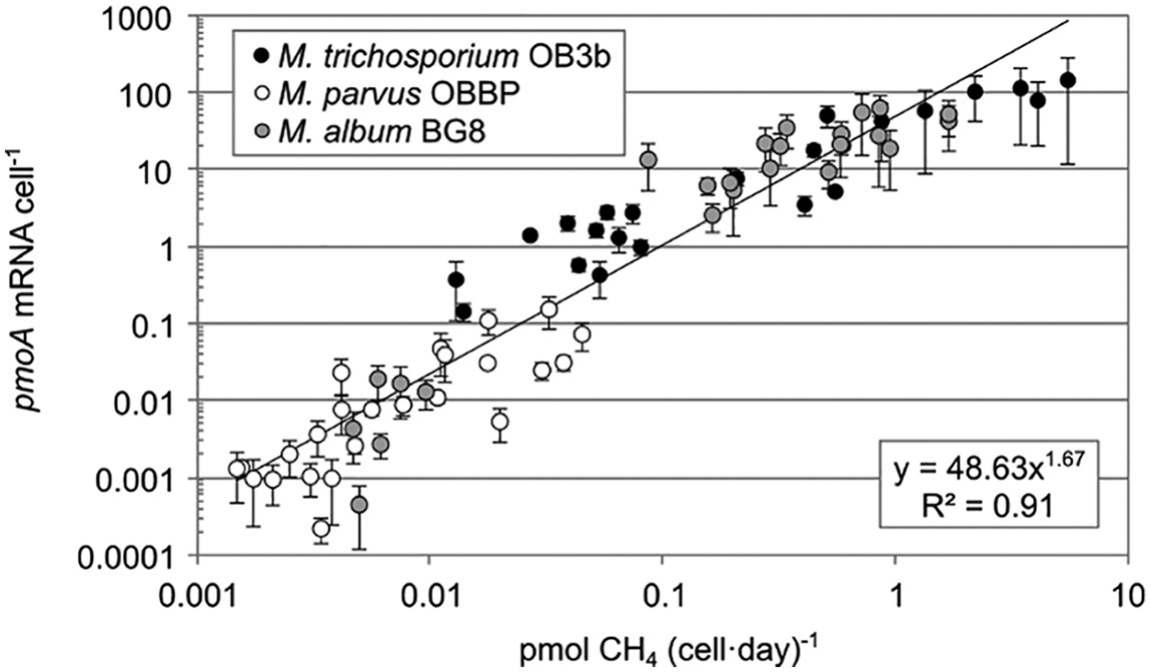
Steady-state per-cell *pmoA* transcript amounts and methane oxidation rates for aerobic methanotrophs. Data are averages from individual reactors from distinct sampling dates. Error bars represent standard deviations of biomarker amounts (*y* axis) from replicate reactors. Power law trend and *R*^2^ value are shown. *M. trichosporium* OB3b data were obtained from the work of Tentori and Richardson (37).

**TABLE 1:** Detailed operating conditions for *M. album* BG8 reactors

Retention time (days)	Condition	Time (days)	Operational change	Times when samples were collected
2.8 ± 0.1	Steady state	0–15.2		Days: 12, 13,^*a*^ and 15
	CH_4_ limitation	15.2–16.2	CH_4_ off	Hours after CH_4_ off: 0.5, 1, 2,^*a*^ 8, 12, and 24
	Recovery	16.2–17.2	CH_4_ on	Hours after CH_4_ on: 8 and 24
5.7 ± 0.1	Steady state	17.2–38.8	RT increase	Day: 30
4.3 ± 0.1	Steady state	0–15.2		Days: 12, 13,^*a*^ and 15
	O_2_ limitation	15.2–16.2	O_2_ off	Hours after O_2_ off: 0.5, 1, 2,^*a*^ 8, 12, and 24
	Recovery	16.2–17.2	O_2_ on	Hours after O_2_ on: 8 and 24
9.1 ± 0.2	Steady state	17.2–38.8	RT increase	Day: 30

a Samples were selected for RNA-seq.

**TABLE 2:** Detailed operating conditions for *M. parvus* OBBP reactors

Retention time (days)	Condition	Time (days)	Operational changes	Days when samples were collected
2.8 ± 0.1	Steady state	0–19.5		18, 19
5.8 ± 0.2	Steady state	19.5–36.2	RT increase	32, 34
4.3 ± 0.2	Steady state	0–19.5		17, 18, 19
9.1 ± 0.4	Steady state	19.5–44.0	RT increase	36, 43

The range of per-cell *pmoA* transcript levels across oxidation rates suggests a wide range of activities for the methanotroph cultures in this study. *M. album* BG8 cultures exhibited a wider range of both per-cell transcript amounts (0.0004 to 60.84) and per-cell methane oxidation rates (0.005 to 1.681) than did *M. parvus* OBBP, 0.0002 to 0.150 and 0.003 to 0.045, respectively. The observed per-cell *pmoA* transcript levels for these cultures are similar to those in *M. trichosporium* OB3b cultures (0.25 to 120.74) grown in the same type of reactor (37). They are also comparable to other reported per-cell *pmoA* transcript amounts under controlled (21, 44–46) and *in situ* (35, 36, 47) conditions and reported per-cell methane oxidation rates (17, 22, 48, 49). Higher per-cell *pmoA* transcript levels matched well with cultures with shorter RTs for both *M. album* BG8 and *M. parvus* OBBP. Increased per-cell *pmoA* transcript amounts are hypothesized to correspond to more active cells with increased activities. For the three aerobic methanotroph cultures in Fig. 2, a strong positive correlation (Pearson’s *R*^2^ = 0.91) between per-cell *pmoA* transcript levels and per-cell methane oxidation rates was observed across several orders of magnitude. Strong correlations were maintained when pure methanotroph cultures were examined individually (Fig. S3). Cell amounts alone and methanotrophic activity have been shown to be poorly correlated previously in methanotrophs (37, 50). Identical populations in terms of cell abundances can display vastly different activities, which could explain the stronger relationship when looking at cell amounts in conjunction with transcript amounts. The strong correlation observed for per-cell *pmoA* transcript levels and per-cell methane oxidation rate is due to the regulation of pMMO in response to available methane for oxidation. These results, spanning three aerobic methanotroph species, including both type I and type II methanotrophs, demonstrate that per-cell *pmoA* transcript levels may serve as a universal quantitative biomarker of extant bacterial methanotrophic activity. To date, this correlation has only been demonstrated under controlled lab conditions using pure cultures and requires more robust testing in complex microbial bioreactors and ecosystems.

### *M. album* BG8 reactor response to substrate limitation.

At 15.2 days of operation, effects of a 24-h methane and oxygen limitation on *M. album* BG8 cultures were explored. The limitation period was followed by a 24-h recovery period in which membrane pressures were turned back on (Fig. 3 and Fig. S2A and B). Methane limitation caused reactor oxygen levels to increase from 5.5 to 9.0 mg L^−1^ due to the lack of incoming methane, while biomass levels decreased by about half (Fig. 3A). The decrease in biomass was reflected in both cell genome and *pmoA* mRNA amounts (Fig. 3B). Within 2 h of methane limitation, genome copies were about a third of steady-state amounts, while *pmoA* mRNA amounts decreased by about 3 orders of magnitude. During steady state, per-cell *pmoA* transcript levels ranged from 9.02 to 11.60 transcripts per cell. A sharp decrease in the *pmoA* transcriptional activity 0.5 h after the onset of methane limitation was observed, reaching its minimum 8 h postlimitation, with a log_2_ fold decrease of 8.2 in per-cell *pmoA* transcript levels compared to average steady-state levels (Fig. 3C and Table S3). Per-cell *pmoA* transcript levels stayed significantly depleted through the 24 h following the onset of methane limitation. Resumption of methane saw sharp increases in *pmoA* transcript amounts, with per-cell *pmoA* transcript levels approaching steady-state levels 24 h after recovery, while biomass (as both genome copies and dry cell weight) lagged (Fig. 3B and C and Table S3).

**FIG 3:**
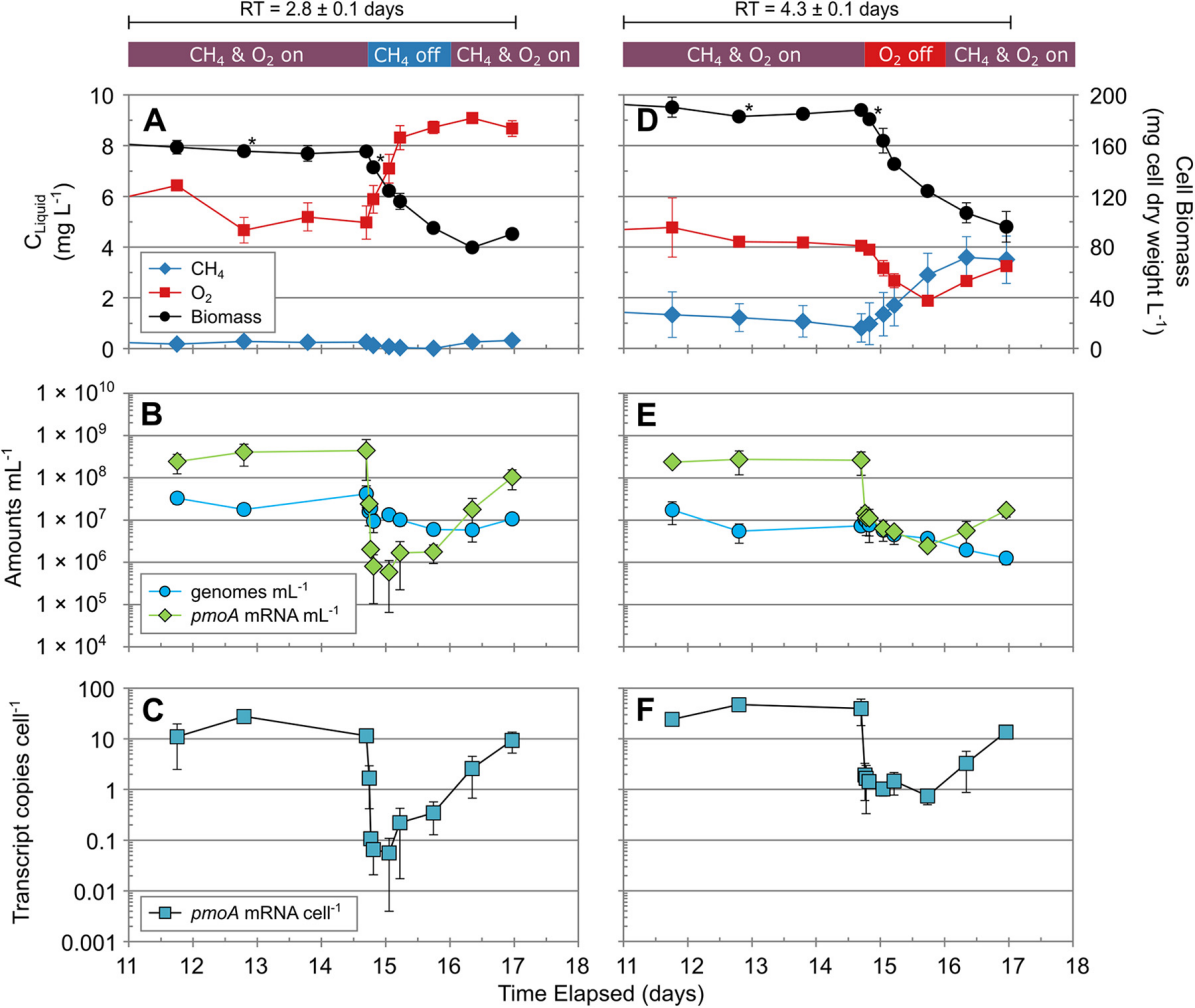
*M. album* BG8 reactors during substrate limitation and recovery. (A) 2.8-day RT reactor response during CH_4_ limitation; (B) 2.8-day RT reactor genome and *pmoA* mRNA amounts during CH_4_ limitation; (C) 2.8-day RT reactor *pmoA* mRNA copies per cell during CH_4_ limitation; (D) 4.3-day RT reactor response during O_2_ limitation; (E) 4.3-day RT reactor genome and *pmoA* mRNA amounts during O_2_ limitation; (F) 4.3-day RT reactor *pmoA* mRNA copies per cell during O_2_ limitation. Data are means ± standard deviations from triplicate reactors. Asterisks indicate samples selected for RNA-seq. Data following RT switch are not shown.

In oxygen-limited reactors, a sharp decrease in biomass levels was also observed, which continued into the recovery period (Fig. 3D). Steady-state *pmoA* transcript levels for the 4.3-day reactors ranged between 24.19 and 47.52 for the days preceding oxygen limitation. During oxygen limitation, oxygen levels decreased from 4 to 2 mg L^−1^ and methane levels increased from 1 to 3 mg L^−1^. Genome copies dropped slowly throughout both the limitation and recovery periods, while *pmoA* mRNA amounts decreased by 2 orders of magnitude 0.5 h after oxygen limitation, with a more gradual decline observed in the subsequent hours during oxygen limitation (Fig. 3E). The decrease pattern in *pmoA* transcript amounts was reflected in per-cell *pmoA* transcript levels, with a log_2_ fold decrease of 4.3 in compared to average steady-state levels (Fig. 3F and Table S3). The oxygen recovery period also saw increases in *pmoA* transcript amounts which led to per-cell *pmoA* transcript levels comparable to steady-state levels after 24 h following oxygen repletion (Fig. 3B and C and Table S3).

The *M. album* BG8 biomarker response observed due to methane and oxygen limitation differed compared to that in steady state. Genome copies in the methane-limited reactors exhibited a sharp decrease within the first hour, with no further change observed through 24 h until recovery, when a small increase in genome copies was observed, while oxygen-limited reactors exhibited a steady decrease throughout both the limitation and recovery periods (Fig. 3B and E). Both methane and oxygen limitation had the largest decrease of *pmoA* transcript levels in the first hour, with a larger overall decrease observed with methane limited. Differences between per-cell *pmoA* transcript levels during both methane and oxygen limitation and their preceding steady-state levels were statistically significant (*P < *0.001) (Table S4). Both sets of reactors reached per-cell transcript levels comparable to steady-state averages within the 24-h recovery period. Differences in per-cell *pmoA* transcript levels were statistically significant during methane limitation and recovery (*P < *0.01) and during oxygen recovery and the preceding limitation period (*P < *0.05) (Table S4). The impact of oxygen limitation may have been less than that of methane limitation, as oxygen was present in the reactor influent. Similar *pmoA* expression patterns have been observed in mixed-consortium bioreactors, where cultures grown under feast conditions showed 2- to 3-fold per-cell *pmoA* transcript decreases within 1 h of famine conditions (51). Rodríguez et al. (51) also observed that per-cell *pmoA* transcripts of methanotroph cultures regularly exposed to recurring feast-famine conditions were not affected by the onset of famine, seeing no change in the first 12 h. Overall *pmoA* mRNA per-cell levels observed in the current study were orders of magnitude higher than in the study by Rodríguez et al. (0.00005 to 0.002) (51) and in line with those of *M. trichosporium* OB3b cultures (37, 52) and Methyloprofundus sedimenti (21). The observed decrease in per-cell *pmoA* transcripts during the first hours of methane limitation suggest a fast *pmoA* regulation in response to methane levels. This is also supported by the increase observed in per-cell *pmoA* transcripts when methane was available during the recovery period, where a response occurred in the first 8 h and reached steady-state levels after 24 h (Fig. 3C). The observed rapid response of methanotrophs to changing methane and oxygen conditions suggests that they can quickly adapt to changes in local environmental conditions.

In addition to cell amounts decreasing, the observed changes in biomass could be due to decreases in protein mass, as starvation under aerobic conditions has been demonstrated to induce protein biomass loss in methanotrophs (17). Rapid changes at the transcript level due to changes in local conditions are well documented for aerobic methanotrophs. The “copper switch,” a well-established link between copper levels and expression of pMMO or sMMO, has been shown to occur in the order of minutes to hours (23, 53, 54). Aerobic methanotrophs have also been shown to regulate expression of methane oxidation pathways in response to the type and amount of carbon source available (e.g., methane versus other one-carbon compounds) (55–57). This suggests that decreased methane amounts during periods of limitation would lead to a decrease in *pmoA* expression and a decrease in *pmoA* transcripts per cell and the opposite effect during the recovery period. Rapid (<2-h) responses from methanotrophs to starvation and recovery periods when grown in different biofilters and stirred tank reactors have been observed (51, 58). Rodríguez et al. grew methanotroph reactors under different operational methods, feast-famine growth, and continuous growth and examined the influence of operational period on performance (methane consumption) and *pmoA* expression levels. Following a famine period, reactors under both operational methods were able to recover to their prelimitation performance within 2 h; however, the *pmoA* expression levels were influenced by operational mode, with a more drastic decrease observed in *pmoA* expression levels for the continuous-growth reactors (51). However, different trends have been observed in the methanotroph *M. sedimenti*, for which short-term methane starvation periods led to increased *pmoA* expression throughout the starvation period, with the opposite trend observed during recovery (21). Differing expression patterns between methane oxidation and the methanol dehydrogenase (MDH) genes *mxaF* and *xoxF* have been observed during starvation, suggesting independent regulation (21). The differences in expression observed between methanotrophs could serve as different survival strategies during starvation periods.

### *M. album* BG8 transcriptomic samples and gene expression response to short-term substrate limitation.

Transcriptome sequencing (RNA-seq) samples from *M. album* BG8 under short-term substrate limitation yielded 170.4 million reads across the 8 multiplexed samples from the four conditions (Table S5). 

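The RNA-seq data of *M. album* BG8 compare 4 groups of 2 samples each. These are steady state at a 2.8-day retention time, the same retention time 2 h after CH4 was withheld, steady state at a 4.3-day retention time, and that retention time 2 h after O2 was withheld. The limited samples were taken later from the set of reactors that gave the steady-state samples of the same retention time. Which reactor each replicate letter came from is not given in the sources used here, and the fit by group treats the 8 samples as independent. The sample labels round the retention times to 2 and 4 days. Total counts in genes were 12914916 and 18279302 for replicates A and B of the 2.8-day steady state, 6143284 and 1322214 for the methane-limited group, 4140773 and 10112007 for the 4.3-day steady state, and 12756177 and 45767775 for the oxygen-limited group. In the header of the authors' deposited comparison table, replicates B of the methane-limited and 2.8-day steady-state groups are marked as pilot libraries. The authors depleted rRNA, trimmed the reads, mapped them to the BG8 genome with STAR and counted them per gene, and they tested the counts with DESeq2. The authors' deposited raw counts were the starting point here.
Counts were normalized by TMM, and 3848 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test in a single fit of all 8 libraries. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds the paper gives. Fold changes are the limited group over the steady state of the same retention time, and the test of the difference between the limitations subtracts the O2 change from the CH4 change. The number of called genes depends on the test and on the libraries used, so calls by DESeq2, the paper's tool, and fits without 1 library are given beside those of edgeR. A second fit with the replicate letter as a block takes samples of equal letter and retention time as pairs, of which the replicates B at 2.8 days share the pilot mark. That fit called 212 genes under CH4 limitation, among them all 42 called without the block. The edgeR and DESeq2 fits without a block were repeated without each of the 8 libraries, where the remaining sample of a group is assumed to vary like the other groups. Of 40 gene lists, 39 had the 3 measured members needed for a test with camera at a preset inter-gene correlation of 0.01. Some lists follow topics of the paper, which used the same libraries, so their tests are not independent of its results. With the correlation estimated from these libraries, no list passed in any comparison. That value is given with each list that passed with all libraries, TMM factors and no block. For lists, the other alternatives were RLE normalization, no filter, thinning to the shallowest library, the replicate block, and the NADH-quinone oxidoreductase (*nuo*) list without METAL_RS07070. Besides these, only the estimated correlation and fits without 1 library were run for lists. Between 2 and 2 samples the smallest p that an exact two-sided permutation test allows is 0.333, so no single value was tested that way.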

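Genes with at least 1 count numbered 3729 in replicate A of the 4.3-day steady state and 3916 in oxygen-limited replicate B, the extremes of the 8 libraries. TMM factors ran from 0.811 in replicate B of the 2.8-day steady state to 1.15 in replicate B of the 4.3-day steady state. Over the 3848 tested genes, the median log2 fold change was −0.17 under CH4 limitation and 0.08 under O2 limitation with TMM. With DESeq2's size factors in place of TMM these medians were −0.04 and 0.02. Medians of gene families are given below without subtracting that shift. Under CH4 limitation a family median near −0.17 therefore lies at the median of all tested genes.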

Gene counts showed agreement after normalization, with medians consistent across samples and between biological replicates (Fig. S4). Biological replicates were examined using principal-component analysis (PCA) of normalized logarithmic transformed read counts using DESeq2 (59). Similarity was observed between duplicate biological replicates for the substrate-limiting conditions. 

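Replicates of the oxygen-limited group differed least. The SD of their log2 difference across the tested genes was 0.36 and 5 genes were more than 4-fold apart, with a correlation across genes of 0.989. Between the methane-limited replicates the SD was 1.28, 316 genes were more than 4-fold apart and the correlation was 0.885. Transfer RNA genes accounted for part of that difference, since the median of 38 tRNA genes was 3.19 higher on the log2 scale in methane-limited replicate B, the pilot library, than in replicate A. Correlations across genes describe the 2 libraries, and genes are not independent replicates.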

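In a principal-component analysis of log2 CPM of the 500 most variable tested genes, the first component held 53.7% of the variance and the second 25.8%. Replicate A of the 4.3-day steady state lay at 61.9 on the first component, and replicate B of the same group lay at 6.47. Methane-limited replicate B was at −43.1 and replicate A at −13.4. Both oxygen-limited libraries lay close together, at −2.38 and −3.91.

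**Figure D1:**
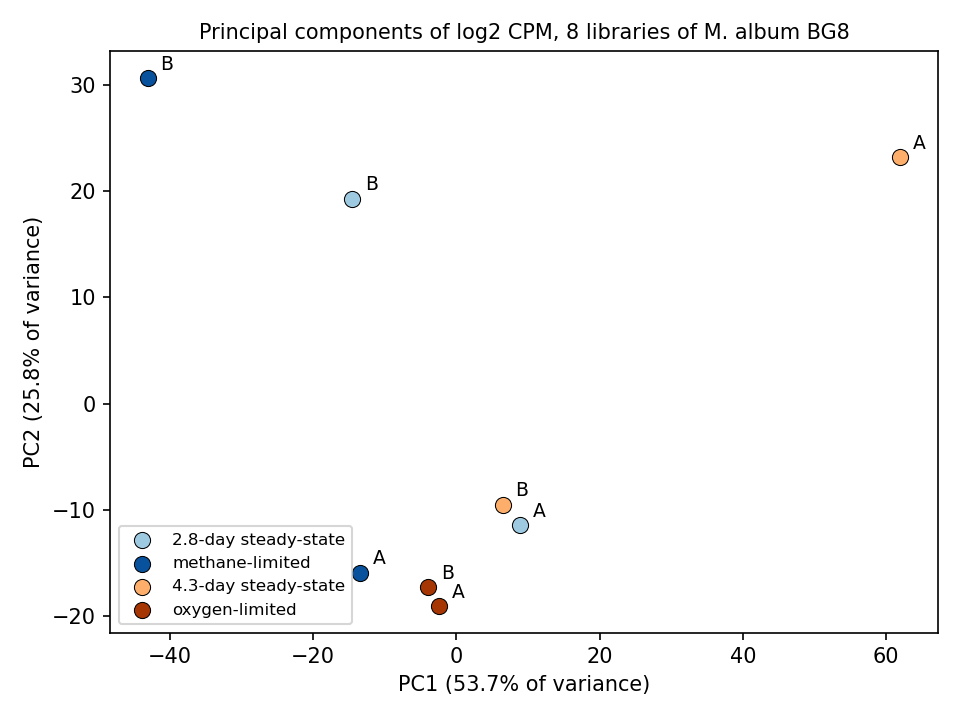
First and second principal components of log2 CPM in the 8 libraries. Each point is a library, colored by group and marked with its replicate letter; replicate A of the 4.3-day steady state is the point at 61.9 on the first component.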

Steady-state samples showed less uniformity due to one replicate from the 4.2-day RT (Fig. S5). Despite the variability observed in PCA of the *M. album* BG8 transcriptome samples under steady state, samples were not considered outliers, as no significant differences in transcripts were detected. 

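Hemerythrin (METAL_RS09920), an oxygen-binding protein, had 4497 counts in replicate A of the 4.3-day steady state and 48 in replicate B. A conjugation transfer protein (METAL_RS15595) had 13100 and 726 counts, and the nitrate/nitrite transporter NarK (METAL_RS15340) had 7872 and 1030. Genes that were lower in replicate A included the pilus assembly protein PilZ (METAL_RS07840), with 15 and 1271 counts, and the antitoxin METAL_RS15665, with 0 counts against 165. These genes were chosen after their values were seen. Across the tested genes, the log2 difference between these replicates had an SD of 1.55, and 667 genes were more than 4-fold apart. In the 2.8-day steady state the SD was 0.97 and 170 genes were that far apart.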

Coverage and normalized counts were similar across replicates, and replicates for all conditions were included in subsequent analyses.

Collectively across all transcriptomes, expression was observed for 3,931 out of 3,984 (98.7%) of predicted protein-coding genes in the published *M. album* BG8 genome (60). 

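The count table lists 3931 genes, 3792 of them protein coding, with 42 tRNA genes, 6 rRNA genes and 84 pseudogenes among the rest. At least 1 count in any library was found for 3923 genes, 3784 of them protein coding, and 8 genes had none. At least 10 counts in any library were found for 3886 genes. A count in every library was found for 3658 genes. The table places 3883 genes on the chromosome and 48 on the plasmid.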

Significant differential gene expression (DGE) (log_2_ fold change [FC] > | 1.0 |; adjusted *P* value [*P*_adj_] < 0.05) was observed for CH_4_- and O_2_-limited samples compared to corresponding steady-state samples (Table S6 and Data Set S2). Methane limitation and oxygen limitation resulted in 444 and 282 genes, respectively, with significant DGE compared to reference steady-state samples. 

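Genes for a small heat shock protein, a regulator of the TraR/DksA family and a periplasmic heavy metal sensor rose under both CH4 and O2 limitation. Genes that rose under CH4 limitation included a zinc-dependent alcohol dehydrogenase and a toxic anion resistance protein, and a reductase of fatty acid synthesis was among those that fell. By edgeR, 39 genes rose and 3 fell under CH4 limitation, and 7 rose and 0 fell under O2 limitation.
The Hsp20 gene METAL_RS10300, for a chaperone that holds unfolded proteins, had the log2 fold change 4.05 (standard error 0.40, adjusted p = 0.00906) under CH4 limitation and 4.07 (standard error 0.40, adjusted p = 0.0180) under O2 limitation. For the TraR/DksA family gene METAL_RS03395, whose relatives bind RNA polymerase, the values were 4.34 (standard error 0.47, adjusted p = 0.0113) and 3.89 (standard error 0.46, adjusted p = 0.0354). For the periplasmic heavy metal sensor METAL_RS06190 they were 5.04 (standard error 0.76, adjusted p = 0.0291) and 6.30 (standard error 0.81, adjusted p = 0.0385). Under CH4 limitation the zinc-dependent alcohol dehydrogenase METAL_RS10295, beside the Hsp20 gene, had a log2 fold change of 3.49 and the toxic anion resistance gene METAL_RS06060 of 3.30. The 3-oxoacyl-ACP reductase *fabG* (METAL_RS07875) had -2.73 and the acyltransferase METAL_RS09055 had -2.29. Under O2 limitation the alcohol dehydrogenase rose too, by 2.59 to 2.93 over the alternatives that leave out no single library. Its adjusted p values there were 4.79e-05 to 0.397 over edgeR and DESeq2. For the toxic anion resistance gene the values were 0.998 to 1.18 (adjusted p 0.0739 to 0.397). The edgeR calls named here rest on the libraries used. Of the 42 called under CH4 limitation and the 7 called under O2 limitation, 0 were called without each of the 8 libraries in turn. In each fit without 1 library, DESeq2 called all of the genes named here under CH4 limitation, and the Hsp20, TraR/DksA and heavy metal sensor genes also under O2 limitation.
By DESeq2, 444 genes were called under CH4 limitation and 282 under O2 limitation, and these included all 42 and all 7 of the edgeR calls. With the replicate block, edgeR called 156 genes up and 56 down under CH4 limitation, 205 of them also called by DESeq2. The edgeR count under CH4 limitation was 461 without replicate A and 460 without replicate B of the 4.3-day steady state, neither of which is compared in it. It was 4 without oxygen-limited replicate A, 7 without methane-limited replicate A, and 0 without oxygen-limited replicate B, methane-limited replicate B or either replicate of the 2.8-day steady state. The number at an unadjusted p under 0.05 was 801 with all libraries. Under O2 limitation that number was 666. The edgeR count there was 1252 without replicate B of the 4.3-day steady state and 0 without each of the other libraries. DESeq2 called 853, 833, 262, 260, 242, 167 and 270 genes under CH4 limitation without 4.3-day steady-state A, 4.3-day steady-state B, oxygen-limited A, oxygen-limited B, methane-limited B, 2.8-day steady-state A and 2.8-day steady-state B, and 117 genes were called without each library in turn. Under O2 limitation, it called 1560 without 4.3-day steady-state B, 81 without 4.3-day steady-state A, 12 and 15 without oxygen-limited A and B, and 135 and 139 without 2.8-day steady-state A and B, and 9 genes were called without each library in turn.

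**Figure D2:**
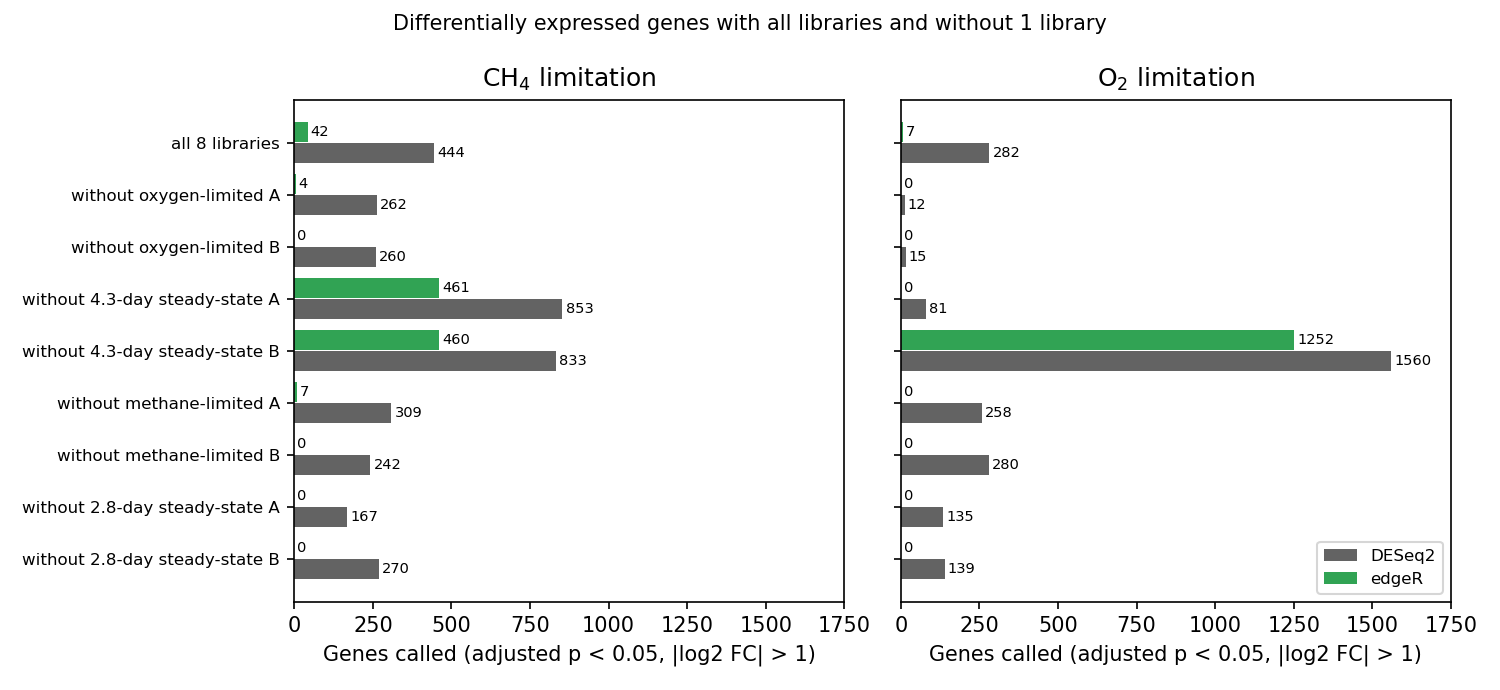
Number of genes called by DESeq2 and by edgeR at an adjusted p under 0.05 and an absolute log2 fold change above 1, with all 8 libraries and without each library in turn. The edgeR count under O2 limitation is 7 with all libraries and 1252 without replicate B of the 4.3-day steady state.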

Reference steady-state samples had similar expression profiles regardless of 2.8- or 4.2-day RT, with only 4 genes showing significant DGE. 

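Between the steady states, DESeq2 called 4 genes, all lower at the 2.8-day than at the 4.3-day retention time. They are a pair of 23S rRNA genes, METAL_RS04255 with a log2 fold change of -3.81 (adjusted p = 0.0491) and METAL_RS19125 with -3.70 (adjusted p = 0.0211), the ANTAR domain gene METAL_RS13090 with -3.80 (adjusted p = 0.0491), and the transglutaminase family gene METAL_RS19360 with -4.25 (adjusted p = 0.0491). The transglutaminase gene had 6124 CPM in replicate A of the 4.3-day steady state and 306 CPM in replicate B. All rRNA genes together held 3.12% and 0.283% of the counts in those replicates, and 0.105% and 0.194% in replicates A and B of the 2.8-day steady state. Because rRNA was depleted before sequencing, these counts are what the depletion left, and a difference in expression cannot be read from them. By edgeR no gene was called, and 328 genes had an unadjusted p under 0.05. Without replicate B of the 4.3-day steady state, edgeR called 962 genes and DESeq2 1432. DESeq2 called 12 without methane-limited replicate A, 7 without methane-limited replicate B, 24 without 2.8-day steady-state A, and 0 without oxygen-limited A, oxygen-limited B, 4.3-day steady-state A or 2.8-day steady-state B.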

EggNOG 5.0 was used to categorize genes showing DGE between substrate-limited and corresponding steady-state samples, categorizing 74% and 81% of differentially expressed genes of the methane- and oxygen-limited samples, respectively (Fig. 4).

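Under CH4 limitation, genes for NADH-quinone oxidoreductase, the flagellum, chemotaxis, type IV pili and chaperones were higher as lists than other genes, and genes for ribosomal proteins, translation factors, ATP synthase and fatty acid synthesis were lower. Under O2 limitation the flagellum, chemotaxis and type IV pilus lists were higher. These are the calls of camera among 39 tested lists, 5 higher and 4 lower under CH4 limitation, and 3 higher and 0 lower under O2 limitation. With an estimated correlation the counts were 0 and 0. The replicate block gave 4 higher and 4 lower lists under O2 limitation. The lower ones were translation factors (adjusted p = 0.0373), glycosyltransferases (adjusted p = 0.0464), DNA replication (adjusted p = 0.0480) and efflux transport (adjusted p = 0.0453), and DNA transposition was the added higher one (adjusted p = 0.0373). With RLE factors translation factors passed as lower and DNA transposition as higher (adjusted p = 0.0446 for both), and after thinning the *nuo* list passed as higher (adjusted p = 0.0469). Translation factors also passed as lower without any 1 library except 4.3-day steady-state replicate A. With METAL_RS07070 left out of the *nuo* list, a choice made after the values were seen, 6 lists passed under O2 limitation, the *nuo* and DNA transposition lists also higher and translation factors lower (adjusted p = 0.0481 for these 3). Between the limitations, the *nuo*, ribosomal protein and efflux transport lists differed. For efflux transport, whose pumps expel toxic compounds, the median difference was 0.55 (camera, adjusted p = 0.0453, and adjusted p = 0.899 with an estimated correlation, 0.0405 to 0.104 over the other alternatives), and it did not pass without methane-limited replicate A, 2.8-day steady-state replicate B, oxygen-limited replicate A or 4.3-day steady-state replicate A (adjusted p 0.0512 to 0.643). The list of tricarboxylic acid cycle genes had the median -0.20 under CH4 limitation, although its aconitate hydratase gene METAL_RS01510 rose by 3.17 on the log2 scale (standard error 0.47, adjusted p = 0.0291 from edgeR). That call was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0693 to 0.298), but DESeq2 made it without each library (adjusted p at most 1.30e-05). Under O2 limitation METAL_RS01510 also rose, by 1.48 to 1.66 over the alternatives that leave out no single library (adjusted p 0.0149 to 0.397 over edgeR and DESeq2). The nitrogen fixation list had no member in the table. Lists were matched on product names, and the eggNOG classification was not repeated.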

**FIG 4:**
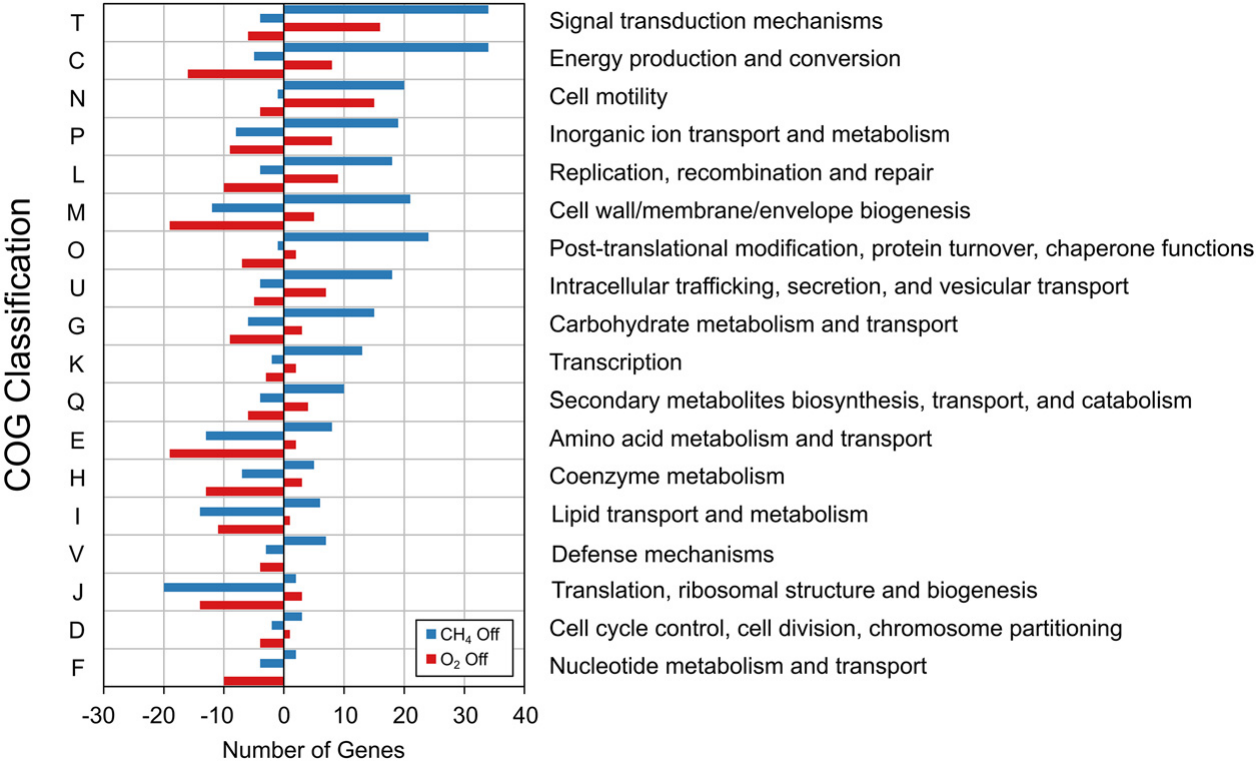
Classification of significant differential gene expression (DGE) in *M. album* BG8, based on COG classification from the eggNOG 5.0 database. Positive and negative values on the *x* axis indicate numbers of genes in that COG category that were upregulated and downregulated, respectively, compared to steady-state conditions. Unclassified, category S (“Function Unknown”) and categories with fewer than two genes with DGE are not shown.

Both CH_4_- and O_2_-limited conditions triggered upregulation of several of genes related to cell motility, flagella, and chemotaxis (identifier in Clusters of Orthologous Groups [COG] database: N) (Fig. 4 and Data Set S2). 

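Flagellar, chemotaxis and type IV pilus genes were higher in both limitations than in their steady states. Flagellin is the subunit of the flagellar filament, CheA and CheW pass the signal of chemoreceptors to the motor, and type IV pili drive surface motility. For flagellin METAL_RS19910 DESeq2 gave a log2 fold change of 2.68 (standard error 0.65, adjusted p = 8.16e-04) under CH4 limitation and 2.68 (standard error 0.65, adjusted p = 0.00339) under O2 limitation, with n = 2 samples per group. By edgeR its adjusted p was 0.117 and 0.259.
Among 47 flagellar genes the median log2 fold change was 0.79 under CH4 limitation (camera, adjusted p = 6.10e-05, and adjusted p = 0.631 with an estimated correlation, 2.11e-05 to 8.87e-05 over the other alternatives) and 0.56 under O2 limitation (adjusted p = 0.00996, and adjusted p = 0.891 with an estimated correlation, 0.00617 to 0.00998 over the other alternatives). The 6 chemotaxis genes had the medians 1.72 (adjusted p = 0.0149) and 2.15 (adjusted p = 0.00228), and the 24 type IV pilus genes 1.25 (adjusted p = 1.11e-05) and 1.33 (adjusted p = 1.91e-04), with the same values under an estimated correlation as for the flagellum. Under CH4 limitation the flagellar list did not pass without methane-limited replicate B or 2.8-day steady-state replicate A (adjusted p 0.0554 to 0.0558) and the chemotaxis list did not pass without methane-limited replicate B or 2.8-day steady-state replicate A (adjusted p 0.103 to 0.117). Under O2 limitation the flagellar list did not pass without 4.3-day steady-state replicate A (adjusted p = 0.401).
No single gene of these lists was called by edgeR in either limitation. At an unadjusted p under 0.05, 12 flagellar, 4 chemotaxis and 12 pilus genes were higher under CH4 limitation, and 9, 4 and 12 under O2 limitation, where 1 pilus gene was lower. Adjusted over the list alone, 1, 3 and 5 rose under CH4 limitation and 0, 4 and 0 under O2 limitation. DESeq2 called 5 flagellar, 3 chemotaxis and 9 pilus genes up under CH4 limitation, and 3, 4 and 6 up with 1 pilus gene down under O2 limitation. With the replicate block, edgeR called 1, 1 and 7 of them up under CH4 limitation. The *cheA* gene METAL_RS08515 had log2 fold changes of 2.29 (DESeq2, adjusted p = 0.0146) and 2.21 (adjusted p = 0.0300), and *cheW* METAL_RS08520 had 1.98 (adjusted p = 0.0371) and 2.12 (adjusted p = 0.0330). By DESeq2, the call of *cheA* under CH4 limitation was lost without methane-limited replicate B or 2.8-day steady-state replicate A (adjusted p 0.259 to 0.264) and that of *cheW* without methane-limited replicate B, 2.8-day steady-state replicate A or either oxygen-limited replicate (adjusted p 0.0795 to 0.455). Flagellin kept it without each library under CH4 limitation (adjusted p at most 0.0355) and lost it under O2 limitation without either oxygen-limited replicate (adjusted p 0.151 to 0.413). Both chemotaxis genes lost it under O2 limitation without either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p up to 0.597).

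**Figure D3:**
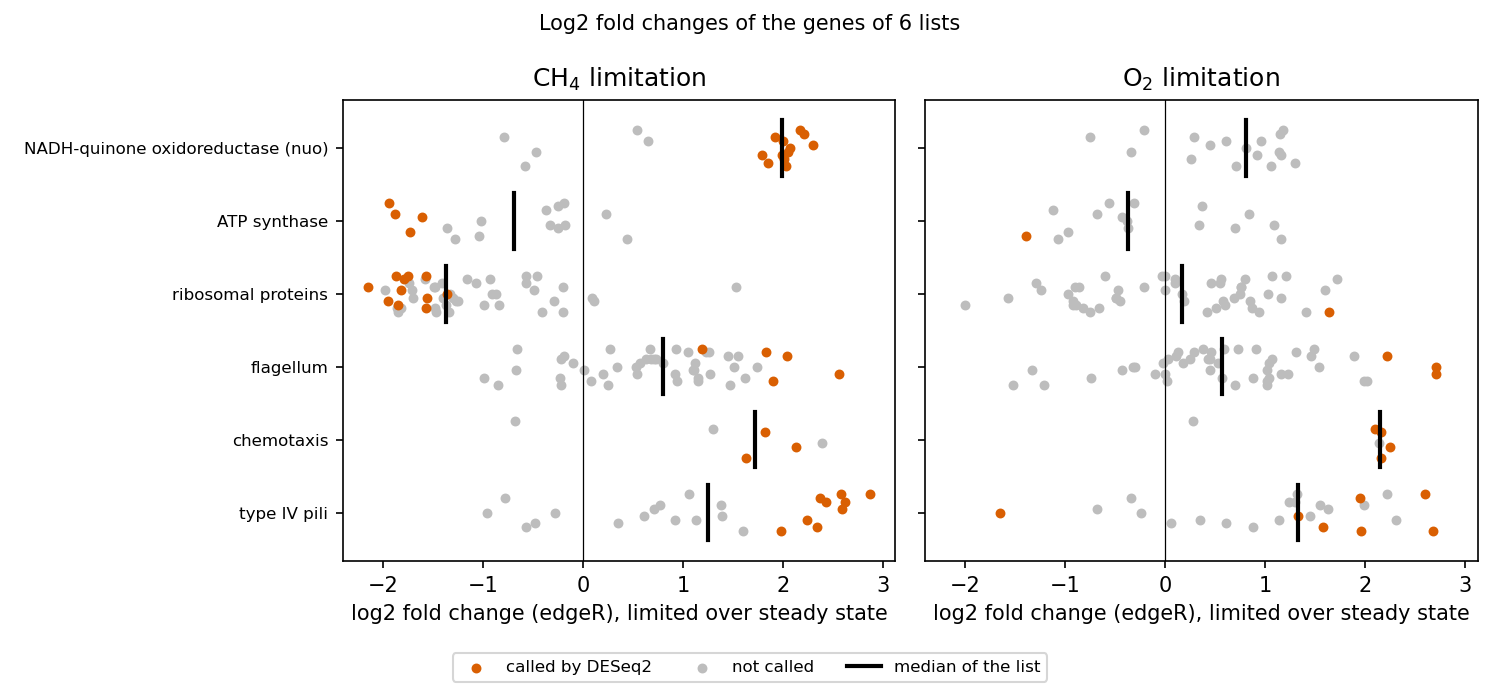
Log2 fold changes of the genes of 6 lists from edgeR, under CH4 limitation and under O2 limitation. Each point is a gene, orange where DESeq2 called it, and the bar is the median of the list; the median of the 17 genes of the NADH-quinone oxidoreductase (*nuo*) list is 1.99 under CH4 limitation and 0.81 under O2 limitation.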

Upregulation of motility genes has been linked to nutrient limitation, with motile cells seeking more favorable conditions (61). In methanotrophs, growth conditions influence expression of motility and adhesion genes. Similar expression patterns have been observed in *M. album* BG8 and *Methylocystis* sp. strain Rockwell grown with methanol (62) in which flagellum genes were upregulated. In this study, both limitation of CH_4_ and limitation of O_2_ resulted in a strong consistent downregulation of translation, ribosomal structure, and biogenesis (COG: J) genes, with effects on ribosomal protein genes more pronounced in methane limitation, while oxygen limitation mostly affected translational genes (Fig. 4 and Data Set S2).

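Ribosomal protein genes were lower under CH4 limitation, and their list did not pass under O2 limitation. Of 49 such genes, 46 had a negative log2 fold change under CH4 limitation, with a median of -1.37 (camera, adjusted p = 1.98e-09, and adjusted p = 0.508 with an estimated correlation, 2.87e-10 to 1.32e-08 over the other alternatives). Under O2 limitation 22 of the 49 were negative and the median was 0.17 (adjusted p = 0.782). Between the limitations the list differed, with a median of -1.52 (adjusted p = 1.29e-11, and adjusted p = 0.899 with an estimated correlation, 2.23e-12 to 6.41e-11 over the other alternatives). Both pairs of samples at the 2.8-day retention time gave the same direction, with medians of -1.39 in pair A and -1.32 in pair B. Per gene, edgeR called 0 under CH4 limitation (28 at an unadjusted p under 0.05, 0 adjusted over the list alone), DESeq2 called 11 down, and edgeR with the replicate block called 3 down. All of the 11 but METAL_RS03420 lay among METAL_RS15935 to METAL_RS16155, where the log2 fold changes ran from -2.15 to -0.57. Members outside that stretch ran from -1.85 to 1.53 and included all genes with a positive value. Under O2 limitation edgeR called 0 (8 at an unadjusted p under 0.05) and DESeq2 called 1 up.
Translation factors and aminoacyl-tRNA ligases, which load amino acids onto tRNA, were lower under CH4 limitation. Their 38 genes had a median of -0.70 (camera, adjusted p = 0.00184, and adjusted p = 0.631 with an estimated correlation, 7.99e-04 to 0.00224 over the other alternatives), and the list did not pass without methane-limited replicate B or 2.8-day steady-state replicate A (adjusted p 0.0607 to 0.0631). Under O2 limitation the median was -0.38 with 31 of 38 genes negative (adjusted p = 0.0575, 0.0373 with the replicate block and 0.0446 with RLE factors). The difference between the limitations had an adjusted p of 0.543 for this list. By edgeR 0 of these genes were called in either limitation, with 7 under CH4 limitation and 4 under O2 limitation at an unadjusted p under 0.05, all lower. DESeq2 called 4 and 2 down. Initiation factor IF-2 (METAL_RS05415) had a log2 fold change of -0.99 (standard error 0.70) under CH4 limitation and -1.76 (standard error 0.72) under O2 limitation, and neither passed by either tool.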

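Genes of fatty acid synthesis were lower under CH4 limitation. Of 19 such genes 18 had a negative log2 fold change, and the median was -0.94 (camera, adjusted p = 0.00108, and adjusted p = 0.503 with an estimated correlation, 7.99e-04 to 0.00210 over the other alternatives). Under O2 limitation 12 of 19 were negative, with a median of -0.37 (adjusted p = 0.277), and the difference between the limitations had an adjusted p of 0.162. The reductase gene *fabG*, which acts in each round of chain extension, was the member called by edgeR (standard error 0.44, adjusted p = 0.0291). Adjusted over the list alone 2 genes fell, and DESeq2 called 4 down. The edgeR call of *fabG* was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0864 to 0.298). The 66 genes of 2-component and cyclic di-GMP signaling had a median of 0.16 under CH4 limitation, where DESeq2 called 11 up and edgeR 0 (5 up adjusted over the list alone), with 14 at an unadjusted p under 0.05. As a list they did not pass (camera, adjusted p = 0.0591, and adjusted p = 0.631 with an estimated correlation), and with the replicate block they passed as higher (adjusted p = 0.0470).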

The changes in expression observed, with an increase in cell motility, posttranslational modifications, and signal transduction genes and a decrease in carbohydrate, amino acid, and lipid metabolism and transport, and translation genes, are similar to those observed for *M. album* BG8 grown with methanol compared to methane (62).

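The methane monooxygenase list has 6 genes. They are *pmoCAB*, whose enzyme oxidizes methane to methanol, and a second methane/ammonia monooxygenase operon of 3 genes. With the 12 genes for methanol dehydrogenase and its cofactor PQQ they held 28.1% ± 6.76 of all counts in genes (SD, n = 2 samples) in the 2.8-day steady state. The share was 20.2% ± 3.33 (SD, n = 2) under CH4 limitation, 15.5% ± 7.61 (SD, n = 2) in the 4.3-day steady state and 16.6% ± 1.92 (SD, n = 2) under O2 limitation. The *pmoCAB* genes alone held 25.8% ± 7.75, 18.7% ± 3.65, 13.5% ± 6.68 and 15.3% ± 2.21 in the same order. Replicates A and B of the 4.3-day steady state gave 10.1% and 20.9%, on either side of both oxygen-limited samples. The 95% Wilson interval of the share in replicate A, 10.07% to 10.13%, covers counting error only.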

For all conditions, genes involved in methane oxidation and methanol oxidation were among the most highly expressed genes (16.6 to 28.9% of all transcripts [Data Set S2]), following expression trends observed in aerobic methanotrophs (63–65). The general trend was downregulation in C_1_ metabolism genes upon short-term limitation. 

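Genes of C1 metabolism gave few calls. The 17 genes of C1 transfer by tetrahydromethanopterin and tetrahydrofolate, which carry the C1 unit between formaldehyde and formate, had a median log2 fold change of -0.16 under CH4 limitation and -0.46 under O2 limitation. Medians of the 4 serine cycle genes were -1.22 and -0.93, and those of the 3 genes of the ribulose monophosphate cycle, the main route of assimilation in this genus, were -0.46 and 0.11. The serine cycle list did not pass under CH4 limitation (camera, adjusted p = 0.0748, and adjusted p = 0.631 with an estimated correlation), and with the replicate block it passed as lower (adjusted p = 0.0470). In these lists edgeR called 0 genes in either limitation. At an unadjusted p under 0.05 there were 6, 2 and 0 genes under CH4 limitation and 4, 0 and 0 under O2 limitation. DESeq2 called 2 genes of C1 transfer up and 1 down under CH4 limitation and 1 up and 1 down under O2 limitation, and edgeR with the replicate block called 1 up and 1 down under CH4 limitation. Serine hydroxymethyltransferase (METAL_RS09570) had a log2 fold change of -1.09 (standard error 0.39, adjusted p = 0.0469 from DESeq2) under CH4 limitation, and -1.22 with an adjusted p of 0.148 by edgeR. That DESeq2 call was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0958 to 0.505). Formaldehyde-activating enzyme (METAL_RS17075) had -1.23 (standard error 0.53, adjusted p = 0.234 from edgeR) under CH4 limitation and 0.20 (standard error 0.52, adjusted p = 0.822 from edgeR) under O2 limitation, and the difference between the limitations had an adjusted p of 0.675.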

Exceptions were upregulation of alcohol dehydrogenase gene *xoxF* under both conditions and formate dehydrogenase (*fdh*) specifically during methane limitation. However, the C_1_ metabolism gene transcript remained among the most highly abundant reads detected even during stress. 

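The *xoxF* gene METAL_RS06790 rose by DESeq2 under both limitations. It encodes a methanol dehydrogenase that binds a lanthanide and lies on the chromosome from 1556551 to 1558389. Its level was 111 ± 11.8 CPM (SD, n = 2) in the 2.8-day steady state and 335 ± 26.0 CPM (SD, n = 2) under CH4 limitation. At the 4.3-day retention time it was 177 ± 29.0 CPM (SD, n = 2) in steady state and 863 ± 406 CPM (SD, n = 2) under O2 limitation. The log2 fold changes were 1.72 (standard error 0.47, adjusted p = 0.00419 from DESeq2) and 2.23 (standard error 0.47, adjusted p = 3.99e-04 from DESeq2). From edgeR they were 1.59 (standard error 0.45, adjusted p = 0.110) and 2.29 (standard error 0.46, adjusted p = 0.259), which are not calls. The DESeq2 call was lost without either methane-limited replicate or either 2.8-day steady-state replicate (adjusted p 0.0604 to 0.113) under CH4 limitation, and without oxygen-limited replicate A (adjusted p = 0.468) under O2 limitation.
The gene of the NAD-dependent formate dehydrogenase METAL_RS05990, which oxidizes formate to CO2, rose by DESeq2 under both limitations as well. Its log2 fold change was 1.93 (standard error 0.56, adjusted p = 0.00784 from DESeq2) under CH4 limitation and 2.18 (standard error 0.56, adjusted p = 0.00605 from DESeq2) under O2 limitation, with adjusted p values of 0.123 and 0.259 by edgeR. Leaving out libraries ended the call under CH4 limitation without either methane-limited replicate or either 2.8-day steady-state replicate (adjusted p 0.0647 to 0.185) and under O2 limitation without oxygen-limited replicate A (adjusted p = 0.614). The gamma subunit METAL_RS07075 of a second formate dehydrogenase rose by DESeq2 under CH4 limitation, at 1.54 (standard error 0.56, adjusted p = 0.0492 from DESeq2), a call that was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0736 to 0.387). Under O2 limitation its value was 0.64 (DESeq2, adjusted p = 0.431), and the difference between the limitations had an adjusted p of 0.824 by edgeR. The delta, alpha and beta subunits of that enzyme passed in neither limitation by either tool. Its accessory gene *fdhD* (METAL_RS07060) fell under O2 limitation by DESeq2, at -1.15 (standard error 0.38, adjusted p = 0.0330 from DESeq2), a call lost without methane-limited replicate A, either 2.8-day steady-state replicate, either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.0519 to 0.652).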

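Ranked by counts among all genes of a library, *pmoB* (METAL_RS17420) was first in 6 libraries and second in methane-limited replicate B and 2.8-day steady-state replicate B. The *pmoA* gene ranked between 1 and 8, *pmoC* (METAL_RS17430) between 1 and 4, and *mxaF* (METAL_RS11970), the large subunit of the calcium-dependent methanol dehydrogenase, between 4 and 13. The lowest rank of *pmoA* was in replicate A of the 4.3-day steady state. By contrast, *xoxF* ranked 87 and 243 in oxygen-limited replicates A and B.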

A period of substrate limitation longer than 2 h might be required to observe an effect due to elevated starting transcript amounts for these pathways and the half-life of RNA. Partially degraded RNAs may still being “readable” by the RNA-seq method, unlike with qPCR, in which full-length transcripts are required for detection.

A strong effect was observed in genes involved in energy production and conversion (COG: C) (Fig. 4). For methanotrophs, these changes in expression of genes for energy production and conversion are hypothesized to be in response to the available substrate, to compensate for differences in energy available and minimize effect on core metabolic pathways (66). A visual representation of the response of central metabolic pathway genes and other genes of interest to methane and oxygen limitation is shown in Fig. 5. NADH oxidoreductase and cytochrome genes were upregulated under methane-limited conditions, while ATP synthases were downregulated, with stronger effects observed under CH_4_ limitation. 

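Genes for the NADH-quinone oxidoreductase (*nuo*), complex I of the respiratory chain, were higher under CH4 limitation, and genes for ATP synthase were lower. The 17 genes with a product name of NADH-quinone oxidoreductase were higher than other genes as a list under CH4 limitation (camera, adjusted p = 1.70e-08, and adjusted p = 0.631 with an estimated correlation, 4.57e-09 to 2.08e-07 over the other alternatives). Of these, 12 are neighbors, METAL_RS07355 to METAL_RS07410, and METAL_RS07070 is the locus that the paper gives as formate dehydrogenase beta. The 12 neighbors had log2 fold changes of 1.79 to 2.30 under CH4 limitation. The remaining members did not share that rise, with 0.65 for METAL_RS09505, -0.58 for METAL_RS09515, -0.47 for METAL_RS09530 and -0.79 for METAL_RS09535. Without METAL_RS07070, a choice made after the values were seen, the median of 16 genes was 1.99 under CH4 limitation (adjusted p = 1.38e-08) and 0.86 under O2 limitation (adjusted p = 0.0481). With it the list did not pass under O2 limitation (adjusted p = 0.0575, and 0.0469 after thinning), while the difference between the limitations passed, with a median of 0.91 (adjusted p = 8.84e-04, and adjusted p = 0.899 with an estimated correlation, 3.89e-04 to 0.00158 over the other alternatives). That difference did not pass without methane-limited replicate A (adjusted p = 0.0632), and its adjusted p was 0.00154 without METAL_RS07070. The largest *nuo* change was in *nuoE* (METAL_RS07400, on the chromosome from 1717516 to 1717998), which rose from 44.7 ± 2.42 CPM (SD, n = 2) to 220 ± 31.9 CPM (SD, n = 2). Its log2 fold change was 2.30 (standard error 0.38, adjusted p = 0.0301 from edgeR), and 2.43 (standard error 0.39, adjusted p = 3.52e-08 from DESeq2). Under O2 limitation it was 0.45 (standard error 0.36, adjusted p = 0.486 from edgeR), and the difference between the limitations had an adjusted p of 0.521 by edgeR and 0.0217 by DESeq2. DESeq2 called *nuoE* without each library in turn (adjusted p at most 0.00151), and the edgeR call was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0714 to 0.298). The neighbor *nuoG* (METAL_RS07390) had a log2 fold change of 2.32 (standard error 0.48, adjusted p = 5.28e-05 from DESeq2) and an adjusted p of 0.0714 by edgeR. Over the 17 genes edgeR called 1 up, 12 up adjusted over the list alone, and 9 up with the replicate block, while DESeq2 called the 12 neighbors up. Under O2 limitation 0 were called by edgeR or DESeq2, with 4 at an unadjusted p under 0.05. The 7 genes of the sodium-translocating NADH dehydrogenases had a median of -0.58 under CH4 limitation and gave 0 calls by either tool (0 at an unadjusted p under 0.05).
The 16 ATP synthase genes had a median log2 fold change of -0.69 under CH4 limitation (camera, adjusted p = 0.00698, and adjusted p = 0.503 with an estimated correlation, 0.00628 to 0.0103 over the other alternatives). Their median under O2 limitation was -0.38 (adjusted p = 0.528), and the difference between the limitations had an adjusted p of 0.162. Per gene, edgeR called 0 under CH4 limitation (7 at an unadjusted p under 0.05, all lower), 4 down adjusted over the list alone and 2 down with the replicate block. DESeq2 called 4 down under CH4 limitation and 1 down under O2 limitation. The 4 lay among METAL_RS18290 to METAL_RS18330, whose log2 fold changes under CH4 limitation ran from -1.94 to -0.25. The other members, METAL_RS12335 to METAL_RS12370, ran from -1.04 to 0.44 and gave no call there, so the fall was not shared by all ATP synthase genes. Subunit alpha (METAL_RS18305), part of the catalytic head, had a log2 fold change of -1.49 (standard error 0.44, adjusted p = 0.0106 from DESeq2) and an adjusted p of 0.110 by edgeR, and the DESeq2 call was lost without methane-limited replicate B, 2.8-day steady-state replicate A or either oxygen-limited replicate (adjusted p 0.0520 to 0.309). Subunit beta (METAL_RS18295) had -0.25 (standard error 0.67, adjusted p = 0.868 from edgeR).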

Upregulation of cytochrome oxidase genes in response to O_2_ limitation was observed, and such upregulation has been previously observed in Methylomicrobium buryatense 5GB1C (20); however, a stronger response was observed for CH_4_ limitation. 

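Subunit III of a heme-copper oxidase (METAL_RS01905), a terminal oxidase that reduces O2, rose under CH4 limitation by edgeR and DESeq2 and under O2 limitation by DESeq2. Under CH4 limitation its log2 fold change was 2.36 (standard error 0.42, adjusted p = 0.0419 from edgeR), a call that edgeR lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.105 to 0.345) and that DESeq2 made without each library (adjusted p at most 0.00473). Under O2 limitation it was 1.25 (standard error 0.43, adjusted p = 0.0410 from DESeq2), and that call was lost without each of the 8 libraries in turn, with adjusted p values from 0.0535 to 0.662. The difference between the limitations had an adjusted p of 0.677 by edgeR. Of 17 genes of terminal oxidases and cytochrome *c* maturation, edgeR called 1 up under CH4 limitation and 5 up adjusted over the list alone, DESeq2 called 5 up, and edgeR with the replicate block called 3 up. Under O2 limitation edgeR called 0 (6 at an unadjusted p under 0.05) and DESeq2 called 2 up and 1 down. The abundant subunits I and II of cytochrome *c* oxidase (METAL_RS08780 and METAL_RS08775) had log2 fold changes of -0.79 and -0.38 under CH4 limitation, -0.65 and -0.80 under O2 limitation, and were not called by either tool. Among 24 other cytochrome genes edgeR called 0 under CH4 limitation (3 at an unadjusted p under 0.05, 2 up adjusted over the list alone, 2 up with the replicate block) and DESeq2 called 2 up. Under O2 limitation both tools called 0, and 4 had an unadjusted p under 0.05.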

Different carbon sources have been found to affect transcriptional responses of both alpha- and gammaproteobacterial methanotrophs (55, 67).

**FIG 5:**
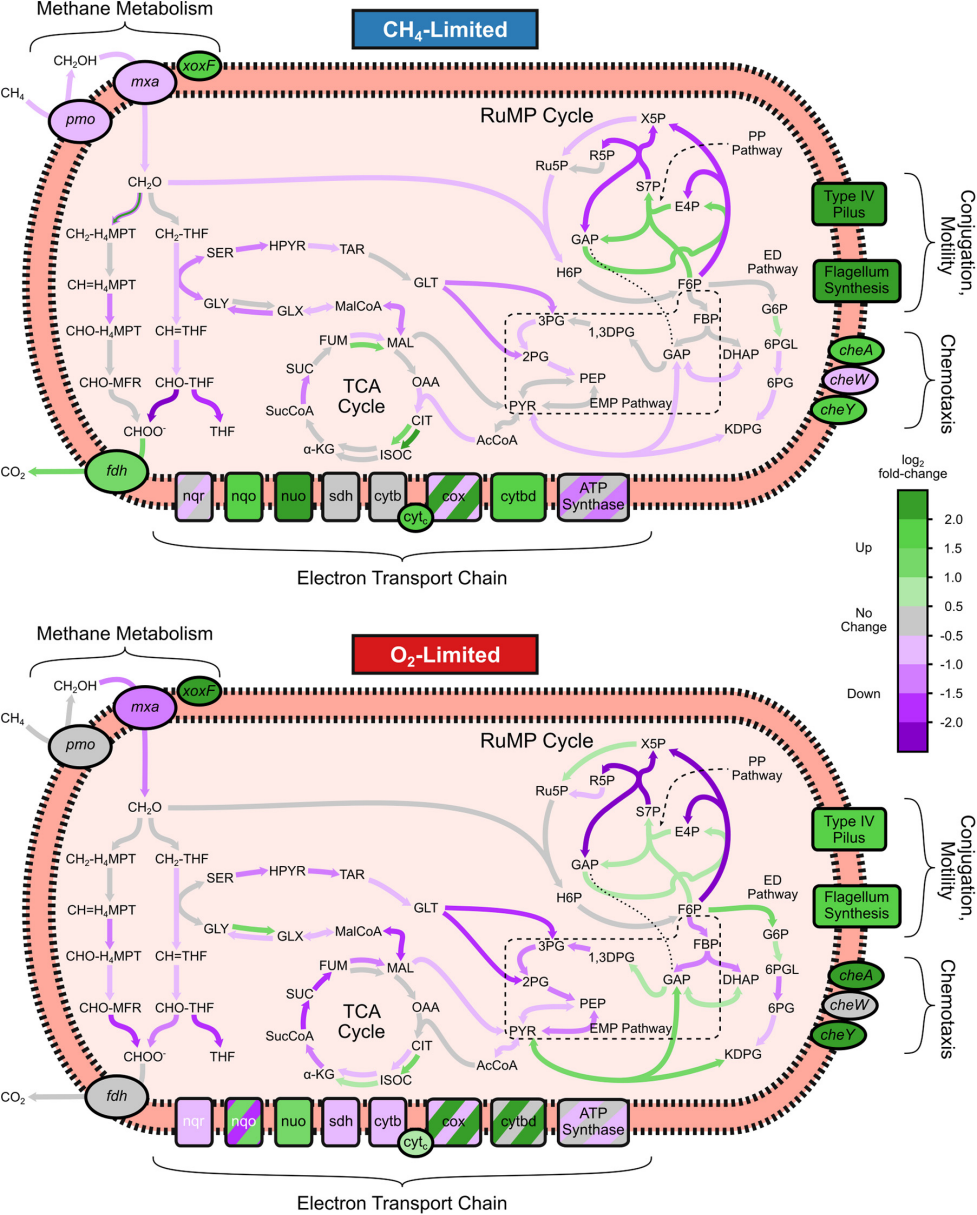
Changes in central metabolic pathways in *M. album* BG8 during short-term substrate limitation of CH_4_ (top) and O_2_ (bottom). Upregulated (green) and downregulated (purple) pathways and pathways with no change (gray) compared to steady-state conditions are highlighted. Multiple colors indicate that different genes in that pathway were both up- and downregulated. Abbreviations and corresponding intermediates and compounds are provided in Table S7.

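Of 13 pentose phosphate pathway genes, which interconvert sugar phosphates, 5 had a positive and 8 a negative log2 fold change under CH4 limitation, with a median of -0.21 (camera, adjusted p = 0.950). Neither edgeR nor DESeq2 called any of them, and 1 was lower at an unadjusted p under 0.05. Transaldolase (METAL_RS16770) had a log2 fold change of 1.07 (standard error 0.54, adjusted p = 0.301 from edgeR) under CH4 limitation and 0.91 (standard error 0.53, adjusted p = 0.370 from edgeR) under O2 limitation. Transketolase (METAL_RS16785), of the same pathway, had -1.68 (standard error 0.65, adjusted p = 0.203 from edgeR) under CH4 limitation.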

*M. album* BG8 upregulated pentose phosphate (PP) pathway genes and electron transport chain (ETC) genes, namely, NADH oxidoreductase (*nuo*) and cytochrome genes, to adapt methane limitation while downregulating other metabolic activity (Fig. 5 and 6). During oxygen limitation, Entner-Doudoroff (ED) pathway genes, in addition to PP pathway genes, were upregulated, while Embden-Meyerhof-Parnas (EMP; glycolysis) pathway genes were downregulated and electron transport chain genes saw both slight up- and downregulation. 

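No pathway of sugar oxidation gave a gene called by edgeR under O2 limitation. The 4 Entner-Doudoroff genes, which split gluconate phosphate to pyruvate, had a median log2 fold change of 0.61 (camera, adjusted p = 0.697), the 13 pentose phosphate pathway genes 0.10 (adjusted p = 0.697) and the 12 Embden-Meyerhof-Parnas genes -0.60 with 9 of 12 negative (adjusted p = 0.312). At an unadjusted p under 0.05 there were 1 higher Entner-Doudoroff gene, 2 lower pentose phosphate genes, and 1 higher and 1 lower Embden-Meyerhof-Parnas gene. DESeq2 called 1 gene of these lists, transketolase, which was lower with a log2 fold change of -2.28 (standard error 0.62, adjusted p = 0.0120 from DESeq2), a call that was lost without either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.210 to 0.597). Phosphogluconate dehydratase (METAL_RS17305), the first Entner-Doudoroff step, had -0.91 (standard error 0.52, adjusted p = 0.360 from edgeR), and glucose-6-phosphate isomerase (METAL_RS04175) had 0.29 (standard error 0.39, adjusted p = 0.658 from edgeR). Triose-phosphate isomerase (METAL_RS10390) had 0.80 (standard error 0.45, adjusted p = 0.351 from edgeR) and pyruvate kinase (METAL_RS01380) -1.04 (standard error 0.60, adjusted p = 0.359 from edgeR). Under CH4 limitation the medians were -0.52 for the Entner-Doudoroff and -0.43 for the Embden-Meyerhof-Parnas genes, with 0 calls by either tool and 0 at an unadjusted p under 0.05 in edgeR.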

Genes involved in oxidation of methane (*pmo*) and methanol (*mxa*) were generally downregulated under both conditions. 

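None of the *pmo* genes passed in either limitation by edgeR or DESeq2 with all libraries. For *pmoB* the log2 fold change was -0.47 (standard error 0.57, adjusted p = 0.697 from edgeR) under CH4 limitation and -0.21 (standard error 0.57, adjusted p = 0.827 from edgeR) under O2 limitation, and for *pmoC* 0.17 (standard error 0.64, adjusted p = 0.907 from edgeR) and 0.17 (standard error 0.64, adjusted p = 0.877 from edgeR). The 6 genes of the methane monooxygenase list had a median of 0.02 and 0.46, with 0 at an unadjusted p under 0.05 in either. Of these, METAL_RS06970, METAL_RS06975 and METAL_RS06980 form a second methane/ammonia monooxygenase operon, with group means of 0.00130% to 0.00219% of counts. Their log2 fold changes were 0.07, -0.04 and 1.34 under CH4 limitation and 1.06, 0.38 and 1.63 under O2 limitation. The medians of the list therefore do not describe *pmoCAB* alone. For *mxaF* the values were -0.60 (standard error 0.54, adjusted p = 0.595 from edgeR) and -0.87 (standard error 0.55, adjusted p = 0.393 from edgeR). The methanol oxidation protein gene *moxJ* (METAL_RS11975) fell by DESeq2 under O2 limitation, at -1.35 (standard error 0.38, adjusted p = 0.0141 from DESeq2), a call lost without either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0506 to 0.622). Under CH4 limitation it had -0.60 (DESeq2, adjusted p = 0.323), and the difference between the limitations had an adjusted p of 0.852 by edgeR. Cytochrome *c*(L) (METAL_RS11980), which takes electrons from methanol dehydrogenase, had -0.84 and -0.77 and passed in neither. In the 12 genes of methanol dehydrogenase and PQQ, edgeR called 0 (2 and 4 at an unadjusted p under 0.05) while DESeq2 called 2 up under CH4 limitation and 1 up and 1 down under O2 limitation.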

A homolog of methanol dehydrogenase, XoxF, was highly upregulated under both limiting conditions. XoxF-type methanol dehydrogenases, however, are lanthanide dependent (68), and reactor medium was unchanged, indicating that this could be a survival response upon nutrient limitation or to shift metabolism entirely during stress conditions. These could be potential strategies for maintaining activity and growth upon substrate limitation. Research on *M. buryatense* 5GB1 and *M. album* BG8 grown on methanol suggests that electrons obtained from methanol dehydrogenase are directly transferred to cytochromes and the electron transport chain, bypassing the electron requirements from NADH oxidoreductase complex for ATP production (67). Some studies have shown that type I methanotrophs potentially perform fermentation-based methanotrophy, in which methane-derived formaldehyde can be used for formation of formate, acetate, succinate, lactate, and hydroxybutyrate under low-oxygen conditions (69). In Methylomicrobium alcaliphilum 20Z, low oxygen induced increased expression of EMP genes, predicted fermentation pathway enzyme genes and O_2_ carrier hemerythrin, and decreased expression of NADH:ubiquinone oxidoreductase and cytochrome *c* oxidase in addition to detection of possible fermentation products and H_2_ (69). The genome of *M. buryatense* 5GB1 also contains homologs of enzymes required for fermentation, and its metabolism under O_2_ limitation is a combination of fermentation and respiration (20). Another potential strategy during substrate limitation is use of internal carbon storage. *M. album* BG8 has genes for glycogen biosynthesis, just as does “*Candidatus* Methylacidiphilum fumariolicum” SolV from phylum *Verrucomicrobia*, which consumes stored glycogen during periods of substrate limitation (19). In this study, periods of both methane and oxygen limitation led to significant downregulation of glycosyltransferase and glycogen synthase genes and an upregulation in glycogen debranching and cleaving genes (COG: G), which are potentially involved in glycogen synthesis and degradation, respectively (Fig. 6).

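Of the glycogen genes, the debranching enzyme gene *glgX* and the genes *treY* and *treZ*, whose enzymes release trehalose from glucan chains, rose by DESeq2 under CH4 limitation, and glycogen synthase passed in neither limitation. Glycogen synthase *glgA* (METAL_RS06760), which extends the polymer, had a log2 fold change of -0.86 (standard error 0.38, adjusted p = 0.244 from edgeR) under CH4 limitation and -0.68 (standard error 0.38, adjusted p = 0.353 from edgeR) under O2 limitation, and adjusted p values of 0.217 and 0.182 from DESeq2. For *glgX* (METAL_RS13315), which removes branches, the values were 1.31 (standard error 0.44, adjusted p = 0.0291 from DESeq2) and 0.20 (standard error 0.44, adjusted p = 0.764 from DESeq2). The adjusted p of the difference between the limitations was 0.705 by edgeR. The DESeq2 call of *glgX* was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0669 to 0.298). For *treY* (METAL_RS02410) and *treZ* (METAL_RS02415), chosen after their values were seen, the log2 fold changes under CH4 limitation were 2.32 (standard error 0.52, adjusted p = 0.0662 from edgeR and 4.09e-05 from DESeq2) and 2.21 (standard error 0.49, adjusted p = 0.0655 from edgeR and 1.25e-04 from DESeq2). DESeq2 called both without each of the 8 libraries. By edgeR they were called with RLE factors, with at least 10 counts in every library, with the replicate block, after thinning and without either 4.3-day steady-state replicate. When O2 was limited they had 0.99 (adjusted p = 0.319 from edgeR) and 0.87 (adjusted p = 0.343 from edgeR), where *treY* passed by both tools without 4.3-day steady-state replicate B, and their differences between the limitations had adjusted p values of 0.677 and 0.675. One of the genes for glucose-1-phosphate adenylyltransferase (METAL_RS09175), which makes the ADP-glucose for synthesis, rose in both limitations by DESeq2, with 2.31 (DESeq2, adjusted p = 6.67e-04) under CH4 limitation and 1.85 (DESeq2, adjusted p = 0.0200) under O2 limitation. It was called under CH4 limitation by edgeR with the replicate block (adjusted p = 0.0302, 6.67e-04 to 0.0815 over the alternatives), with at least 10 counts in every library and without either 4.3-day steady-state replicate. Its DESeq2 calls were lost without methane-limited replicate B or 2.8-day steady-state replicate A (adjusted p 0.0525 to 0.0773) and without either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.146 to 0.597). The gene for 4-alpha-glucanotransferase (METAL_RS06780), an enzyme of glucan breakdown, fell in both by DESeq2, with -1.92 (DESeq2, adjusted p = 0.00882) and -1.61 (DESeq2, adjusted p = 0.0427) and edgeR adjusted p values of 0.0927 and 0.259, calls that were lost without either methane-limited replicate or either 2.8-day steady-state replicate (adjusted p 0.0654 to 0.159) and without either methane-limited replicate, either 2.8-day steady-state replicate, either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.0526 to 0.622).
Among 30 glycosyltransferase genes edgeR called 0 in either limitation, with 3 higher and 6 lower under CH4 limitation and 1 higher and 8 lower under O2 limitation at an unadjusted p under 0.05. Adjusted over the list alone, 2 rose and 3 fell under CH4 limitation, and 0 changed under O2 limitation. DESeq2 called 2 up and 3 down under CH4 limitation, and 5 down under O2 limitation, and edgeR with the replicate block called 2 up and 2 down under CH4 limitation. As a list they had a median of -0.49 under O2 limitation (camera, adjusted p = 0.0575, and adjusted p = 0.891 with an estimated correlation), and passed as lower with the replicate block (adjusted p = 0.0464) and without oxygen-limited replicate A. In the 9 genes of glycogen and alpha-glucan breakdown, DESeq2 called 4 up and 1 down under CH4 limitation and 1 down under O2 limitation.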

**FIG 6:**
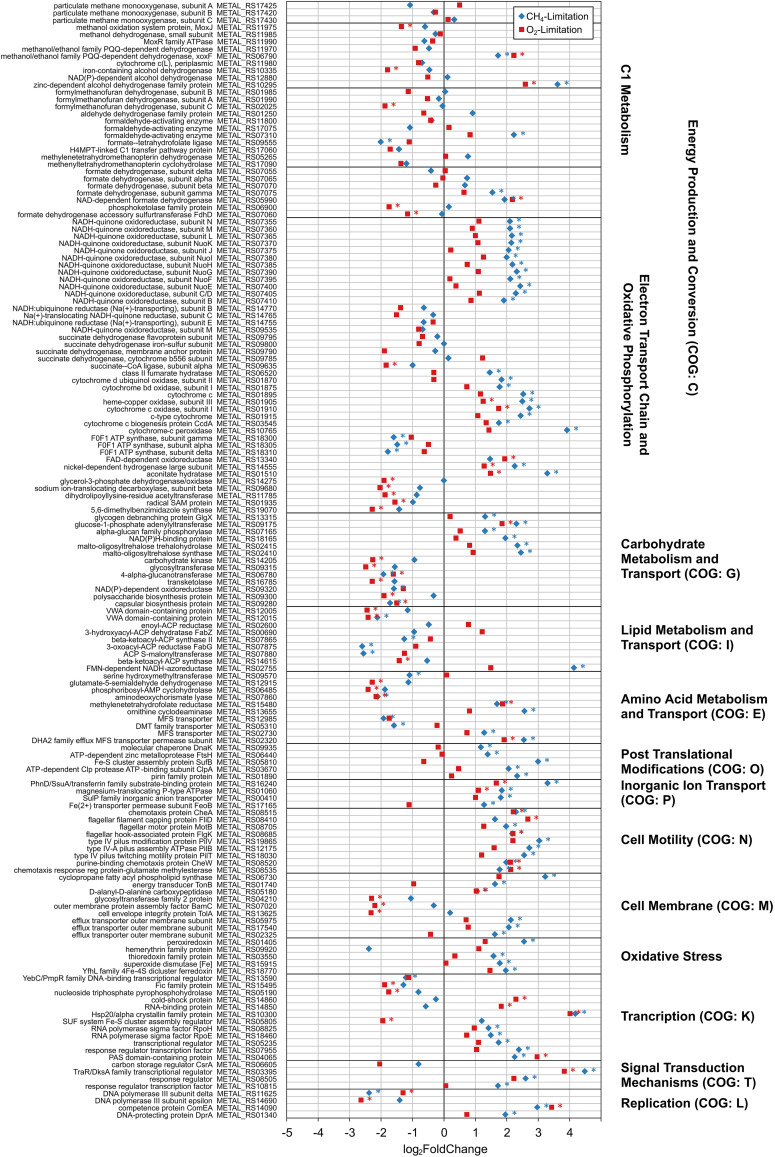
Gene expression profiles of *M. album* BG8 under short-term substrate (O_2_ and CH_4_) limitation compared to steady-state conditions. Statistically significantly differentially expressed genes (log_2_ FC > | 1.0 |, *P*_adj_ < 0.05) are indicated by asterisks. Genes are grouped by orthology and/or function. Subset of genes shown; see Data Set S2 for complete differential expression analyses.

Short-term substrate limitations led to transcriptional changes in ETC enzyme genes, preference for the PP pathway, and, in the case of O_2_ limitation, upregulation of ED pathway genes. These responses show potential strategies where pathways are shifted to use internal carbon reserves and, potentially, fermentation for survival. In addition to the changes in carbon metabolism, observed changes in gene expression in both methane- and oxygen-limited samples were indicative of methanotrophs with decreased activity (70), and short-term substrate limitation was sufficient to elicit a stress response. 

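Of 13 genes of hydrogenases and fermentation, the large subunit of a nickel-dependent hydrogenase (METAL_RS14555), which oxidizes or produces H2, rose under CH4 limitation. Its log2 fold change was 2.12 (standard error 0.39, adjusted p = 0.0452 from edgeR), a call lost by edgeR without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0877 to 0.345) and made by DESeq2 without each library (adjusted p at most 0.00228). When O2 was limited the value was 1.28 (standard error 0.36, adjusted p = 0.0136 from DESeq2) and 1.33 with an adjusted p of 0.259 by edgeR. The DESeq2 call there was lost without either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0523 to 0.597). Between the limitations the difference had an adjusted p of 0.714 by edgeR. A phosphoketolase gene (METAL_RS06900), for an enzyme that forms acetyl phosphate from sugar phosphates, fell under O2 limitation by DESeq2, at -1.74 (standard error 0.60, adjusted p = 0.0427 from DESeq2), and that call was lost without either 2.8-day steady-state replicate, either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.0749 to 0.615). Of the phosphoketolase the difference had an adjusted p of 0.675 by edgeR. The list had a median of 0.20 under O2 limitation (camera, adjusted p = 0.798), where edgeR called 0 (3 at an unadjusted p under 0.05) and DESeq2 called 1 up and 1 down.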

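Chaperone and protease genes, which refold or degrade damaged proteins, were higher under CH4 limitation. Their 27 genes had a median log2 fold change of 0.49 (camera, adjusted p = 0.0113, and adjusted p = 0.631 with an estimated correlation, 0.00709 to 0.0224 over the other alternatives), and the list did not pass without methane-limited replicate A or 2.8-day steady-state replicate B (adjusted p 0.0845 to 0.0944). DESeq2 called 9 of them up, edgeR 1, and edgeR 5 adjusted over the list alone. Their median under O2 limitation was 0.10 (adjusted p = 0.558), edgeR called 1 up and DESeq2 2 up and 1 down, and the difference between the limitations had an adjusted p of 0.186. The Hsp20 gene (on the chromosome from 2385458 to 2385970) was the edgeR call in both, from 19.5 ± 0.314 CPM (SD, n = 2) to 321 ± 29.3 CPM (SD, n = 2) under CH4 limitation and from 17.9 ± 3.30 CPM (SD, n = 2) to 302 ± 20.6 CPM (SD, n = 2) under O2 limitation. That edgeR call was lost without methane-limited replicate B, either 2.8-day steady-state replicate or oxygen-limited replicate B (adjusted p 0.0525 to 0.298) under CH4 limitation and without either methane-limited replicate, either 2.8-day steady-state replicate, either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.0613 to 0.143) under O2 limitation. DESeq2 made it without each library in both (adjusted p at most 4.07e-12 and 8.95e-09). Beside the changes in carbon metabolism, the paper reads the expression in both limitations as that of less active cells, and it states that short-term limitation was enough for a stress response.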

DGE genes and additional genes of interest grouped by COG for substrate-limited samples are shown in Fig. 6.

Additionally, both limitation conditions had downregulation of the carbon storage regulator, *csrA*, and significant upregulation of sigma factor *rpoE*, an expression pattern indicative of stress response (71). 

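The sigma factor gene *rpoE* (METAL_RS18460), which directs the response to stress in the cell envelope, rose by DESeq2 under CH4 limitation. Its log2 fold change was 1.49 (standard error 0.37, adjusted p = 0.00140 from DESeq2) under CH4 limitation and 0.73 (standard error 0.37, adjusted p = 0.169 from DESeq2) under O2 limitation, and the edgeR adjusted p values were 0.116 and 0.316. For *rpoE* the difference between the limitations had an adjusted p of 0.807 by edgeR. The DESeq2 call under CH4 limitation was lost without methane-limited replicate A or either 2.8-day steady-state replicate (adjusted p 0.0502 to 0.137). For *csrA* (METAL_RS06605), whose product binds mRNAs of carbon storage, the log2 fold change was -0.97 (standard error 0.90, adjusted p = 0.602 from edgeR) under CH4 limitation and -1.95 (standard error 0.92, adjusted p = 0.302 from edgeR) under O2 limitation. From DESeq2 the adjusted p values of *csrA* were 0.638 and 0.0966. Its levels were 18214 ± 19877 CPM (SD, n = 2) in the 4.3-day steady state and 4701 ± 7.68 CPM (SD, n = 2) under O2 limitation, with 32269 and 4159 CPM in replicates A and B of that steady state.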

DGE was observed for other genes indicative of stress response as seen for stressed *M. album* BG8 grown with methanol (67) (Fig. 6). 

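Single genes that detoxify oxygen radicals and peroxides rose under CH4 limitation by DESeq2, while their list did not pass. A superoxide dismutase gene (METAL_RS15915) went from 481 ± 25.5 CPM (SD, n = 2) to 1508 ± 171 CPM (SD, n = 2), a peroxiredoxin gene (METAL_RS01405) from 28.4 ± 3.23 CPM (SD, n = 2) to 153 ± 68.8 CPM (SD, n = 2), and a thioredoxin family gene (METAL_RS03550) from 293 ± 59.5 CPM (SD, n = 2) to 797 ± 13.8 CPM (SD, n = 2). Their log2 fold changes from edgeR were 1.65 (standard error 0.58, adjusted p = 0.172), 2.43 (standard error 0.48, adjusted p = 0.0554) and 1.44 (standard error 0.39, adjusted p = 0.1000). The DESeq2 adjusted p values were 0.0215, 4.02e-06 and 6.90e-04, which are calls. With the replicate block edgeR called peroxiredoxin (adjusted p = 0.0277, 4.02e-06 to 0.0558 over the alternatives). Without each library in turn DESeq2 still called peroxiredoxin (adjusted p at most 0.00820). The call of superoxide dismutase was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0659 to 0.232) and that of thioredoxin without 2.8-day steady-state replicate A (adjusted p = 0.131). The 24 genes of oxidative stress defense had a median of 0.27 under CH4 limitation (camera, adjusted p = 0.285). Of these, DESeq2 called 5 up, edgeR 0 (5 higher and 2 lower at an unadjusted p under 0.05) and 4 up adjusted over the list alone, and edgeR with the replicate block 3 up and 1 down. In the oxygen-limited samples the same genes had log2 fold changes of 0.10 for superoxide dismutase, 1.36 for peroxiredoxin and 0.41 for thioredoxin, none called by either tool. The adjusted p values of the difference between the limitations were 0.675, 0.705 and 0.675.

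**Figure D4:**
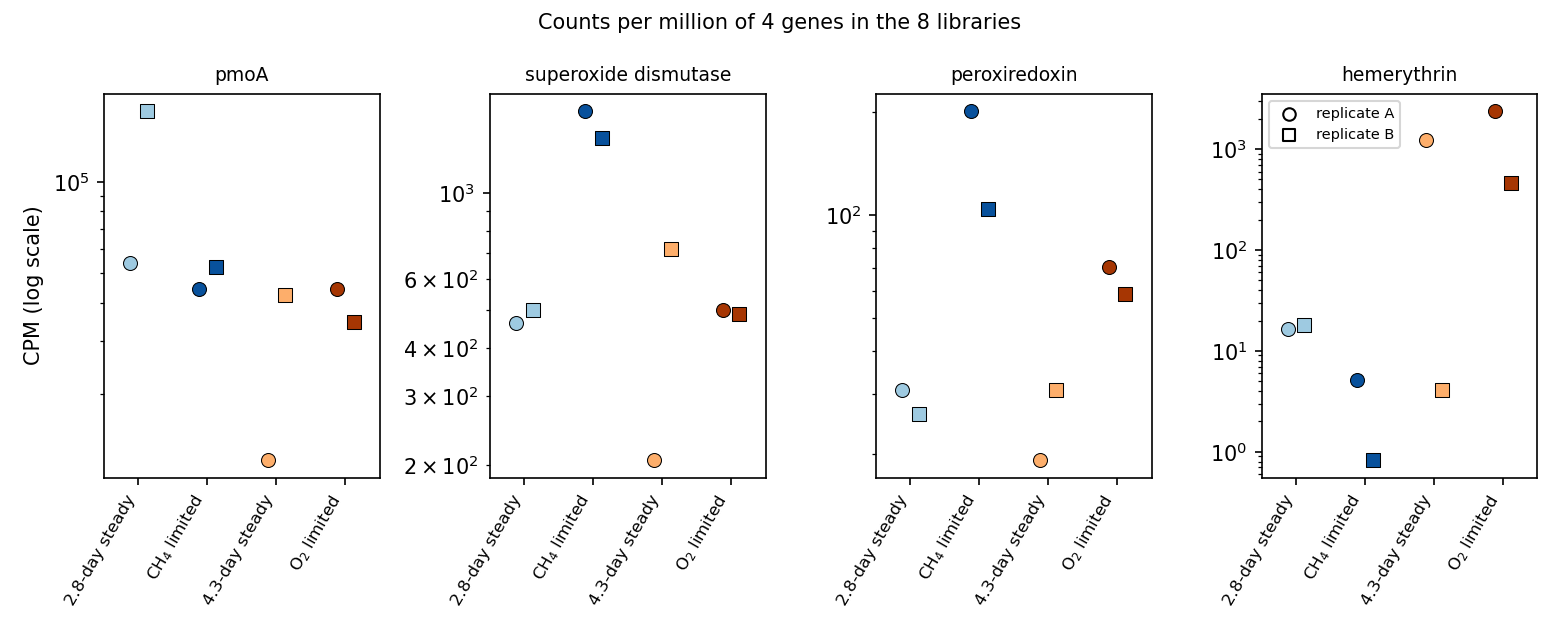
CPM of *pmoA*, superoxide dismutase, peroxiredoxin and hemerythrin in the 8 libraries, on log scales. Circles are replicates A and squares replicates B; superoxide dismutase averages 1508 CPM under CH4 limitation and 481 CPM in the 2.8-day steady state.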

Methane limitation led to upregulation of oxidative stress genes, including superoxide dismutase (log_2_ FC = 1.8; *P*_adj_ < 0.05), peroxiredoxin (log_2_ FC = 2.5; *P*_adj_ < 0.05), and thioredoxin (log_2_ FC = 1.6; *P*_adj_ < 0.05) genes, likely to deal with increased oxidative stress as dissolved-oxygen levels increased after methane limitation (Fig. 6). 

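Hemerythrin (METAL_RS09920, on the chromosome from 2305848 to 2306243) had 2390 and 464 CPM in oxygen-limited replicates A and B, against 1231 and 4.12 CPM in replicates A and B of the 4.3-day steady state. The log2 fold change under O2 limitation was 1.21 (standard error 1.66, adjusted p = 0.669 from edgeR), and DESeq2 gave an adjusted p of 0.709. The steady-state replicates lay further apart than the group means. At the 2.8-day retention time it had 17.2 ± 1.27 CPM (SD, n = 2) in steady state and 3.00 ± 3.07 CPM (SD, n = 2) under CH4 limitation, with a log2 fold change of -2.24 (standard error 1.88, adjusted p = 0.559 from edgeR). The difference between the limitations did not pass (edgeR, adjusted p = 0.744).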

Under O_2_-limited conditions, a 2-fold increase was observed for hemerythrin, a putative O_2_-scavenging protein (72) which is upregulated in Methylomicrobium buryatense 5GB1C (20) and Methylomicrobium alcaliphilum 20Z (69) under conditions of oxygen limitation. Additional stress indicators were downregulation of DNA polymerase genes and upregulation of competence and DNA-protecting protein genes (COG: L) (Fig. 6). In addition to transcriptional regulation, shifts in core metabolic processes could be regulated via translational and posttranslational mechanisms as well (66).

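The delta subunit gene of DNA polymerase III (METAL_RS11625), part of the clamp loader, fell under CH4 limitation, with a log2 fold change of -2.51 (standard error 0.41, adjusted p = 0.0301 from edgeR). By edgeR that call was lost without either methane-limited replicate, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0900 to 0.298), and DESeq2 made it without each library (adjusted p at most 0.00378). Under O2 limitation it was -1.30 (standard error 0.40, adjusted p = 0.0237 from DESeq2), a call lost without either 2.8-day steady-state replicate, either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.0691 to 0.658). The epsilon subunit gene (METAL_RS14690), the proofreading exonuclease, fell by DESeq2 under O2 limitation, at -2.64 (standard error 0.64, adjusted p = 0.00349 from DESeq2), lost without either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.0884 to 0.473), and had -1.41 (DESeq2, adjusted p = 0.140) under CH4 limitation. In 27 genes of DNA replication edgeR called 1 down and DESeq2 called 1 up and 2 down under CH4 limitation. Under O2 limitation edgeR called 0 (6 at an unadjusted p under 0.05) and DESeq2 1 up and 2 down.
The competence gene *comEA* (METAL_RS14090), whose product binds incoming DNA, rose by DESeq2 in both limitations, with 2.97 (standard error 0.87, adjusted p = 0.00916 from DESeq2) and 3.43 (standard error 0.87, adjusted p = 0.00590 from DESeq2), and with adjusted p values of 0.173 and 0.259 by edgeR. Those calls were lost without either methane-limited replicate or 2.8-day steady-state replicate A (adjusted p 0.0604 to 0.204) and without either oxygen-limited replicate (adjusted p 0.169 to 0.266). The *dprA* gene (METAL_RS01340), which protects single-stranded DNA, rose by DESeq2 under CH4 limitation, at 1.96 (standard error 0.42, adjusted p = 9.88e-05 from DESeq2), in all fits without 1 library (adjusted p at most 0.0252). By edgeR its adjusted p was 0.0606, and 0.0376 with the replicate block (9.88e-05 to 0.0610 over the alternatives). Under O2 limitation it had 0.73 (DESeq2, adjusted p = 0.216), and the difference between the limitations had an adjusted p of 0.675 by edgeR. For the polymerase genes the difference had adjusted p values of 0.662 (delta) and 0.784 (epsilon).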

The 2-h substrate limitation period was enough to observe a transcriptional response in *M. album* BG8 under both conditions. 

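Many of the genes that DESeq2 called higher under CH4 limitation were also called higher under O2 limitation. They shared 65 genes where 8.41 were expected by chance, and the genes called lower shared 31 where 6.15 were expected. No gene was higher under CH4 and lower under O2 limitation where 14.4 were expected, and 1 went the other way where 3.59 were expected. The expected numbers take 3848 genes as independent and equally likely to be called. They are too low, since DESeq2 gave an adjusted p to 3618 genes under CH4 and 2706 under O2 limitation. Both sets of calls also come from a single fit with a shared spread per gene. The edgeR calls shared 6 of the 7 genes that rose under O2 limitation. The seventh, the ABC transporter substrate-binding protein METAL_RS02865, had a log2 fold change of 4.23 (standard error 0.59, adjusted p = 0.0410 from edgeR) under O2 limitation and -1.81 (standard error 0.54, adjusted p = 0.125 from edgeR) under CH4 limitation. Its difference between the limitations was -6.04 (adjusted p = 0.0922 from edgeR and 5.46e-11 from DESeq2). The edgeR call under O2 limitation was lost without either methane-limited replicate, either 2.8-day steady-state replicate, either oxygen-limited replicate or 4.3-day steady-state replicate A (adjusted p 0.0650 to 0.188), and DESeq2 made it without each library. DESeq2 also called it lower under CH4 limitation (adjusted p = 0.0208), a call that was lost without methane-limited replicate B, either 2.8-day steady-state replicate or either oxygen-limited replicate (adjusted p 0.0533 to 0.321). Across the tested genes, the log2 fold changes of the limitations had a Pearson correlation of 0.429, and genes are not independent replicates.
In the test of the difference between the limitations, edgeR called 0 genes (289 at an unadjusted p under 0.05) and DESeq2 called 38 higher and 15 lower. DESeq2 called 820 without 4.3-day steady-state B, 166 without 4.3-day steady-state A, 22 and 20 without methane-limited A and B, 19 and 15 without 2.8-day steady-state A and B, and 3 and 9 without oxygen-limited A and B. For edgeR it was 154 without 4.3-day steady-state B and 0 without each of the others, and 1 with the replicate block.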

Experimental and modeling results have shown that transcriptional responses in bacteria due to substrate limitation are fast, being elicited within 1 h, while translational changes may continue for more than 10 h (73). 

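The *pmoA* gene (METAL_RS17425, on the chromosome from 3997718 to 3998461) was at 112526 ± 82856 CPM (SD, n = 2) in the 2.8-day steady state and 48400 ± 5708 CPM (SD, n = 2) under CH4 limitation. It was at 27282 ± 21434 CPM (SD, n = 2) in the 4.3-day steady state and 39428 ± 6784 CPM (SD, n = 2) under O2 limitation. Its log2 fold change was -1.22 (standard error 0.80, adjusted p = 0.432 from edgeR) under CH4 limitation, a 2.32-fold decrease, and 0.53 (standard error 0.79, adjusted p = 0.690 from edgeR) under O2 limitation, and DESeq2 gave adjusted p values of 0.354 and 0.633. Replicates A and B of the 2.8-day steady state had 53939 and 171114 CPM, and the decrease under CH4 limitation was 3.54-fold without replicate A and 1.11-fold without replicate B. Those of the 4.3-day steady state had 12126 and 42438 CPM, on either side of the oxygen-limited mean. The direction of the change under O2 limitation thus depends on the replicate. The difference between the limitations was -1.75 (standard error 1.12, adjusted p = 0.705 from edgeR).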

When compared to steady-state levels, RNA-seq data showed *pmoA* transcript amounts decreased about 2-fold during substrate-limiting conditions. However, the effects were not as drastic as observed in reverse transcription-qPCR (~100-fold decrease). The observed difference could be due to partially decayed transcripts being read in RNA-seq, whereas for reverse transcription-qPCR, only the nondegraded full *pmoA* target region would be amplified and detected.

This work highlights mRNA biomarkers as indicators of methanotrophic activity as well the transcriptomic response of *M. album* BG8 to short-term substrate limitations, demonstrating a fast response to dynamic conditions and potential strategies for growth under periods of limited substrate availability. The results presented suggest a cross-genus, potentially universal trend between steady-state per-cell activity and per-cell *pmoA* transcript levels in aerobic bacterial methanotrophs across several orders of magnitude. Universal trends would only be possible if these correlations are explored in anaerobic, bacterial methanotrophs from phylum NC10 and *Verrucomicrobia*. This work holds promise for assessing methanotroph growth and activity in diverse environments and informs operational strategies in biotechnological applications of methanotrophs, for example, in biorefinery scenarios where biogas is upcycled into more valuable bioproducts.

## MATERIALS AND METHODS

### Bacterial strains, reactor design, and experimental conditions.

Experiments were conducted at 25°C using pure cultures of *M. parvus* strain OBBP (NCIMB 11129) and *M. album* strain BG8 (NCIMB 11123) grown on nitrate mineral salts (NMS) medium (74). Prior to inoculation of reactors, methanotroph cultures were grown in crimp-capped serum bottles as previously described (37). Bioreactors consisted of modified 1-L Pyrex medium bottles (Corning, Corning, NY), with a 0.80-L liquid volume and 0.27-L headspace volume and with two sets of silicone tubing serving as membranes for bubbleless delivery of CH_4_ (≥99.5% purity; Airgas, Radnor, PA) and O_2_ (≥99.99% purity; Airgas), as previously described (37). Reactors were operated as chemostats, continuously provided NMS medium, and RTs were determined by measuring reactor effluent, as previously described (37). During periods of substrate limitation for *M. album* BG8 reactors, membrane pressures were disconnected from gas tanks and opened to room atmosphere. Two sets of triplicate reactors of *M. album* BG8 (Table 1) and *M. parvus* OBBP (Table 2) cultures each were started concurrently with initial RTs of 2.8 and 4.3 days.

Reactors were operated under the initial conditions until methane and biomass levels stabilized, considered steady-state operation. This initial periods were approximately 15 days (3 to 5 retention times) for *M. album* BG8 reactors and 19.5 days (>4 RTs) for *M. parvus* OBBP reactors. Following the steady-state period, the methane and oxygen supplies were shut off in the *M. album* BG8 2.8-day and 4.3-day reactors, respectively, for a 24-h period of substrate limitation. After 24 h, methane and oxygen were turned back on for a 24-h recovery period, before the *M. album* BG8 2.8- and 4.3-day RT reactors were transitioned to longer retention times of 5.8 and 9.1 days, respectively. *M. album* BG8 reactors were operated to reach a new steady state (2.5 to 3 RTs). After 19.5 days (>3 RTs), *M. parvus* OBBP reactors were transitioned to retention times of 5.8 and 9.1 days and operated until steady-state operation was achieved. Diagrams showing reactor operation and sampling times of both cultures are provided in Fig. S2.

### Methane, oxygen, biomass sampling, and methane oxidation rate measurements.

Reactor methane, oxygen, and microbial biomass concentrations were monitored throughout operation. Methane and oxygen concentrations were determined from reactor headspace measurements using gas chromatography with a thermal conductivity detector (GC-TCD) and Henry’s law coefficient, and microbial biomass was monitored via readings for optical density at 600 nm (OD_600_) and converted to cell biomass (dry weight) as previously described (37). Biomass samples for nucleic acid extraction were collected on selected dates during both steady-state and substrate limitation periods (Tables 1 and 2). Methane oxidation rates were determined using reactor methane and biomass data, available organism kinetic parameters (12, 40, 75), and a mechanistic model describing the membrane bioreactor system (37). Reactor methane oxidation rates (milligrams of CH_4_ per liter per day) were converted to obtain methane oxidation rates per unit volume, and cell normalized methane oxidation rates were obtained using determined *pmoA* gene copies and *pmoA* copies per genome for each organism (1 copy for *M. album* BG8 [60] and 2 copies for *M. parvus* OBBP [76]).

### Nucleic acid extraction, cDNA synthesis, and qPCR analyses.

Sample collection, extraction, storage, and processing were done as previously described (37). Nucleic acid quality assurance/quality control (QA/QC) was performed at the Cornell Biotechnology Resource Center (BRC). Populations (genome copies) and activities (*pmoA* transcripts) of *M. parvus* OBBP and *M. album* BG8 cultures were monitored via qPCR and reverse transcription-qPCR, respectively, targeting gene *pmoA* (subunit A of pMMO) using previously published general aerobic methanotroph primer set A189F/Mb661R (24, 77). Luciferase (*luc*) DNA and mRNA (Promega, Madison, WI) spike-ins were used as internal standards to correct for losses during extraction and reverse transcription (78), using previously described methods (37). All qPCRs were performed in triplicate 20-μL reaction mixtures using Luna universal qPCR master mix (New England Biolabs) on an iCycler IQ multicolor real-time detection system (Bio-Rad), with contamination checks and verification of correct qPCR product performed as previously described (24, 37, 78). Methanotroph cell amounts (as genome copies) were determined via qPCR from *pmoA* gene amounts and *pmoA* copies per genome for each organism as described above. Biomarker *pmoA* transcript levels were determined via reverse transcription-qPCR on cDNA and normalized by genome copies to obtain per-cell *pmoA* transcript amounts. Differences between *pmoA* transcript amounts per cell for steady state, substrate limitation, and recovery conditions were evaluated with the Mann-Whitney U test using R studio software (v3.4.2).

### RNA sequencing, assembly, and differential gene expression.

RNA-seq was performed on duplicate *M. album* BG8 samples at steady state (day 13) and 2 h after substrate limitation (Table 1 and Fig. S2). Samples were submitted to Cornell University’s Transcriptional Regulation & Expression Facility (TREx) for quality checks, library preparation, and RNA sequencing. RNA integrity was determined using a fragment analyzer (Advanced Analytical, Santa Clara, CA). Using a total RNA input of 500 to 1,000 ng, rRNA was subtracted by hybridization from total RNA samples using the NEBNext rRNA depletion kit for bacteria (New England Biolabs). TruSeq-barcoded RNA-seq libraries were generated with the NEBNext Ultra II directional RNA library prep kit (New England Biolabs) following the manufacturer’s instructions. Libraries were quantified with a Qubit 2.0 (double-stranded DNA [dsDNA] high sensitivity (HS) kit; Thermo Fisher), and size distribution was determined using a fragment analyzer (Advanced Analytical) prior to pooling. Libraries were sequenced on an Illumina HiSeq X Ten system (Illumina, Inc., San Diego, CA) with 2 × 150-nucleotide (nt) paired-end reads, generating at least 4 million reads per library. Illumina pipeline software was used for base calling, Sequenced reads were trimmed for 3′ adaptor sequence and low-quality sequence and filtered to remove reads of <50 nt with TrimGalore v0.6.0 (79), a wrapper for Cutadapt (80), and FastQC (81). Processed reads were mapped to the *M. album* BG8 genome using STAR v2.7.0e (82) using–quantMode GeneCounts to generate raw counts per gene. Raw counts were analyzed in R using SARTools (83) and DESeq2 v1.26.0 (59) to generate normalized counts and for statistical analysis of differential gene expression (DGE). Significance in differential expression was considered at a log_2_ fold change (FC) of >| 1.0 | and false-discovery rate (FDR)-adjusted *P* value of <0.05.

Genes with significant DGE during substrate limitation compared to steady-state conditions were mapped to functional identifiers in the Clusters of Orthologous Groups (COG) database using eggNOG 5.0 (84). Remaining unclassified genes, or genes classified as “Function Unknown,” were further assessed via the National Center for Biotechnology Information Basic Local Alignment Search Tool (NCBI-BLAST; https://blast.ncbi.nlm.nih.gov/Blast.cgi). *M. album* BG8 RNA-seq data were submitted to the NCBI Gene Expression Omnibus (GEO) database under accession number GSE188821.

# Supplementary material for: RNA Biomarker Trends across Type I and Type II Aerobic Methanotrophs in Response to Methane Oxidation Rates and Transcriptome Response to Short-Term Methane and Oxygen Limitation in Methylomicrobium album BG8
**Source:** Microbiol Spectr. 2022 Jun 9;10(3):e00003-22. doi: 10.1128/spectrum.00003-22
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.00003-22-s0001.pdf, PDF file, 0.5 MB

SUPPORTING INFORMATION FOR:

**RNA Biomarker Trends across Type I and Type II Aerobic
Methanotrophs in Response to Methane Oxidation Rates
and Transcriptome response to Short-Term Methane and
Oxygen Limitation in *Methylobacterium album* BG8**

Egidio F. Tentori*, Shania Fang, Ruth E. Richardson

Number of Pages: 10

Number of Figures: 5

Number of Tables: 7

Table of Contents

List of Figures

**Figure S1.** <i>M. album</i> BG8 and <i>M. parvus</i> OBBP Reactor Retention Times (RTs).	S3
**Figure S2.** Operating Conditions for <i>M. album</i> BG8 and <i>M. parvus</i> OBBP Reactors.	S3
**Figure S3.** Steady-State Per Cell <i>pmoA</i> Transcript Amounts and Methane Oxidation Rates for Pure Aerobic Methanotroph Cultures.	S4
**Figure S4.** Raw counts and normalized counts distributions for RNA sequencing samples.	S4
**Figure S5.** Principal component analysis of <i>M. album</i> BG8 transcriptomic sequence data.	S5

List of Tables

**Table S1.** <i>M. album</i> BG8 Reactor Data for Steady State Periods.	S6
**Table S2.** <i>M. parvus</i> OBBP Reactor Data for Steady State Periods.	S6
**Table S3.** <i>M. album</i> BG8 Reactors Log2Fold Change in per cell <i>pmoA</i> transcript amounts during Substrate Limitation and Recovery Periods compared to Steady State.	S7
**Table S4.** Mann–Whitney U Test comparisons between per cell <i>pmoA</i> transcript amounts during steady state, substrate limitation and recovery conditions for <i>M. album</i> BG8 reactors.	S7
**Table S5.** General properties of <i>M. album</i> BG8 Transcriptome Samples.	S8
**Table S6.** Significant Differential gene expressions (DGE) for comparisons between CH ₄ off, O ₂ off steady state conditions in <i>M. album</i> BG8.	S8
**Table S7.** Abbreviations of Compounds and Intermediates from Figure 6.	S9

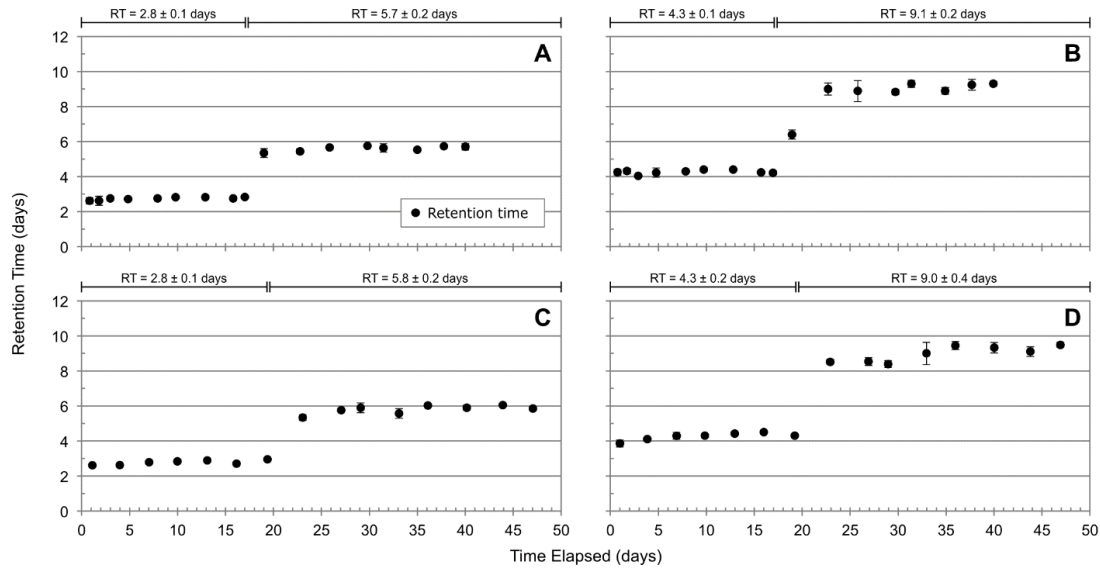

Figure S1. *M. album* BG8 and *M. parvus* OBBP Reactor Retention Times (RTs). (A) *M. album* BG8 reactors with 2.8- and 5.7-day RT. (B) *M. album* BG8 reactors with 4.3- and 9.1-day RT. (C) *M. parvus* OBBP reactors with 2.8- and 5.8-day RT. (D) *M. parvus* OBBP reactors with 4.3- and 9.0-day RT. Data are triplicate reactor averages, error bars indicate standard deviation. Top values are mean values for periods at a set RT.

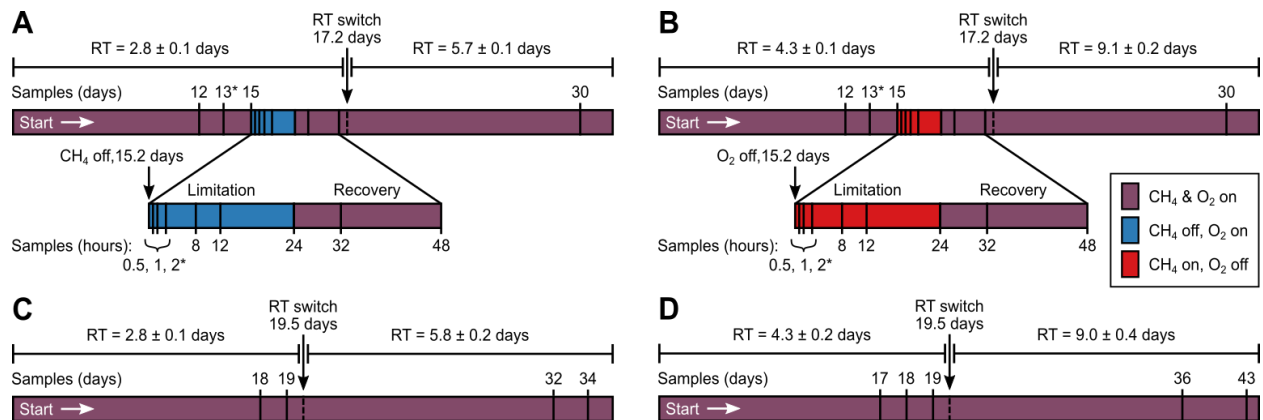

Figure S2. Operating Conditions for *M. album* BG8 and *M. parvus* OBBP Reactors. Samples for qPCR indicated by vertical lines on approximate sampling time. *M. album* BG8 RNA-seq samples indicated by asterisk (*).

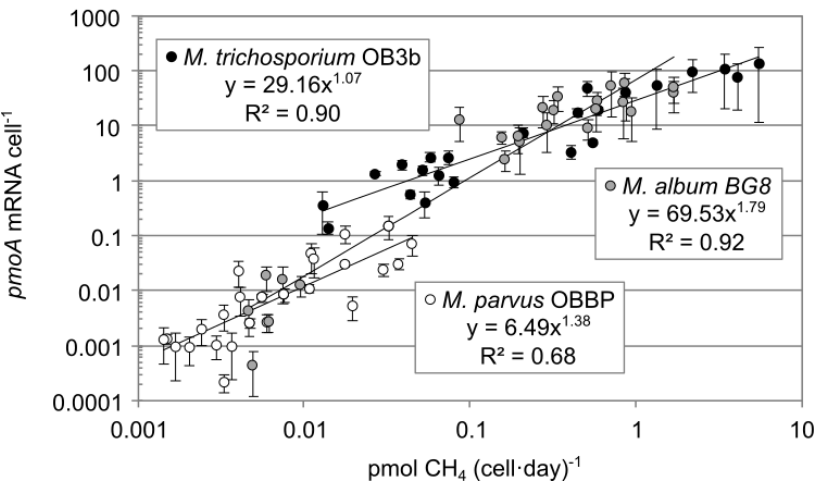

Figure S3. Steady-State Per Cell *pmoA* Transcript Amounts and Methane Oxidation Rates for Pure Aerobic Methanotroph Cultures. Data are averages from individual reactors from distinct sampling dates. Error bars represent standard deviations of biomarker amounts (y-axis) from replicate reactors. Power law trend and R^2 value are shown for each pure methanotroph culture. *M. trichosporium* OB3b data obtained from Tentori et al.(1).

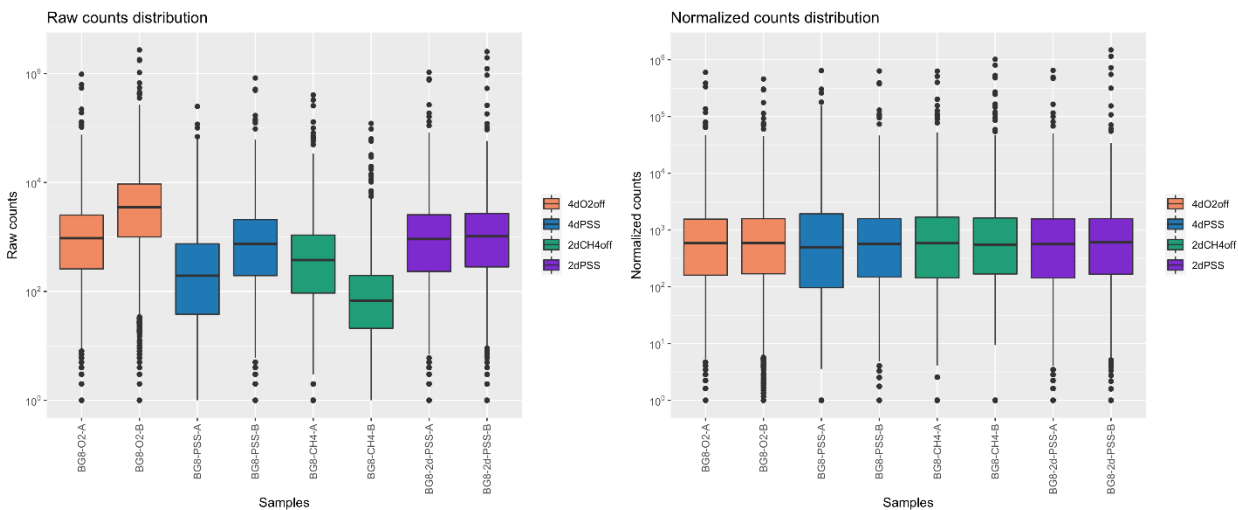

Figure S4. Raw counts and normalized counts distributions for RNA sequencing samples.

Principal Component Analysis

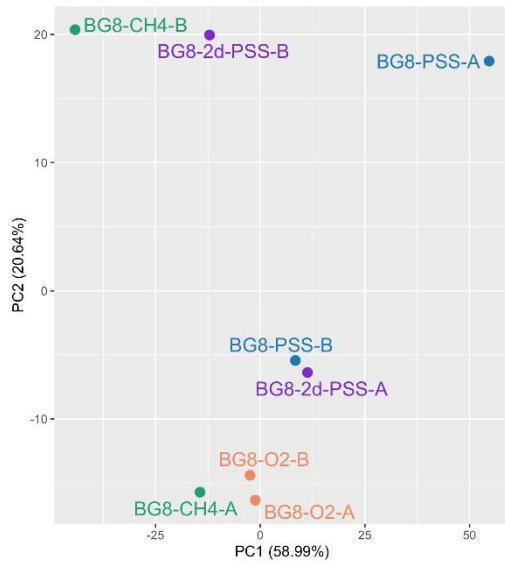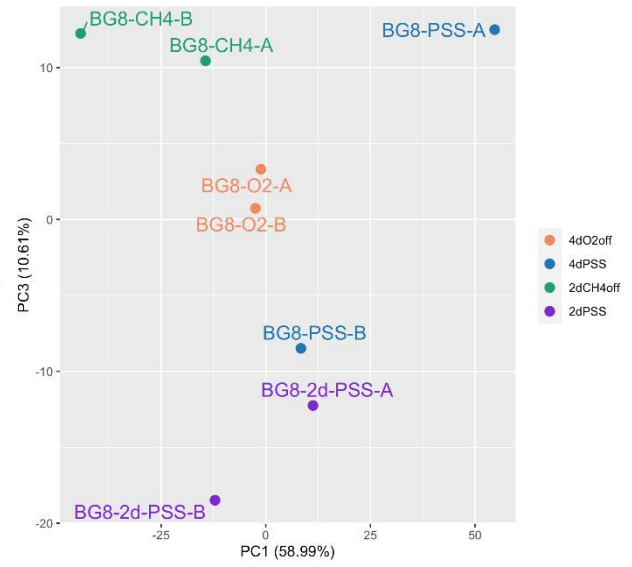

Figure S5. Principal component analysis of *M. album* BG8 transcriptomic sequence data.

Table S1. *M. album* BG8 Reactor Data for Steady State Periods.

Retention Time (days)	2.8 ± 0.1	4.3 ± 0.1	5.7 ± 0.1	9.1 ± 0.2
Steady state period (days)	6–15	8–15	24–38	25–39
CH ₄ (mg L ⁻¹)	0.29 ± 0.09	1.36 ± 0.31	0.21 ± 0.05	1.68 ± 0.26
O ₂ (mg L ⁻¹)	5.26 ± 0.78	4.47 ± 0.30	4.93 ± 0.39	3.77 ± 0.35
Biomass<br>(mg cell (dry weight) L ⁻¹)	158.95 ± 4.41	187.10 ± 3.77	196.00 ± 8.52	231.85 ± 9.75
CH ₄ oxidation rate<br>(mg CH ₄ mL ⁻¹ day ⁻¹)	0.105 ± 0.001	0.099 ± 0.002	0.105 ± 0.001	0.097 ± 0.001
CH ₄ oxidation rate<br>(mg cell (dry weight) day ⁻¹)	0.659 ± 0.017	0.530 ± 0.014	0.538 ± 0.025	0.421 ± 0.017

Values are triplicate reactor averages for the duration of the steady state period.

Table S2. *M. parvus* OBBP Reactor Data for Steady State Periods.

Retention Time (days)	2.8 ± 0.1	4.3 ± 0.2	5.8 ± 0.2	9.0 ± 0.4
Steady state period (days)	9–19	9–19	25–36	29–43
CH ₄ (mg L ⁻¹)	1.34 ± 0.28	2.16 ± 0.47	0.42 ± 0.07	1.70 ± 0.50
O ₂ (mg L ⁻¹)	4.19 ± 0.50	4.56 ± 0.49	5.41 ± 0.40	4.68 ± 0.85
Biomass<br>(mg cell (dry weight) L ⁻¹)	112.85 ± 3.63	142.15 ± 5.21	162.72 ± 6.42	212.43 ± 8.25
CH ₄ oxidation rate<br>(mg CH ₄ mL ⁻¹ day ⁻¹)	0.099 ± 0.002	0.095 ± 0.003	0.104 ± 0.001	0.097 ± 0.002
CH ₄ oxidation rate<br>(mg cell (dry weight) day ⁻¹)	0.878 ± 0.030	0.668 ± 0.024	0.641 ± 0.025	0.457 ± 0.022

Values are triplicate reactor averages for the duration of the steady state period.

Table S3. *M. album* BG8 Reactors Log2Fold Change in per cell *pmoA* transcript amounts during Substrate Limitation and Recovery Periods compared to Steady State.

Condition	Time (hours)	<i>pmoA</i> mRNA cell ⁻¹ amounts log ₂ Fold Change ^a	
		2.8-day retention time CH ₄ off	4.3-day retention time O ₂ off
Substrate limitation	0.5	-3.32	-4.26
	1.0	-7.28	-4.48
	2.1	-7.99	-4.69
	7.9	-8.21	-5.18
	12.0	-6.24	-4.66
	24.5	-5.59	-5.63
Recovery	8.1	-2.69	-3.51
	23.0	-0.83	-1.45

^aSubstrate limitation and recovery *pmoA* mRNA cell⁻¹ amounts compared to average *pmoA* mRNA cell⁻¹ amounts from preceding respective steady state condition samples.

Table S4. Mann–Whitney *U* Test comparisons between per cell *pmoA* transcript amounts during steady state, substrate limitation and recovery conditions for *M. album* BG8 reactors.

Condition	<i>p</i> -value ^a	
	2.8-day RT CH ₄ off	4.3-day RT O ₂ off
Steady state vs. starvation	<i>p</i> < 0.001	<i>p</i> < 0.001
Starvation vs. recovery	<i>p</i> < 0.01	<i>p</i> < 0.05
Steady state vs. recovery	<i>p</i> = 0.14	<i>p</i> < 0.05

^aEvaluated on per cell *pmoA* transcript amounts determined using qPCR and RT-qPCR.

Table S5. General properties of *M. album* BG8 Transcriptome Samples.

Conditions	Steady State<br>(2.8-day RT)		CH ₄ off<br>(2.8-day RT)		Steady State<br>(4.3-day RT)		O ₂ off<br>(4.3-day RT)	
Reads ($\times 10^6$)	17.9	28.0	9.1	3.7	6.4	14.9	20.1	70.2
Reads aligned ($\times 10^6$)	13.4	19.2	6.4	3.1	4.3	10.8	13.4	48.0

Values presented for each condition correspond to biological replicates.

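The total counts in genes can be set beside the reads that the paper lists as aligned. In 7 of the libraries between 93.6% and 96.4% of the aligned reads were counted in genes. In methane-limited replicate B the share was 42.7%, with 1322214 counts in genes. The paper's replicate columns were matched to the libraries in the order in which counts stay below aligned reads. The 16S rRNA gene METAL_RS04240 took 4.36% of the counts in that library and 0.00760% in methane-limited replicate A.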

Table S6. 

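In a run of DESeq2 on the deposited counts, 311 genes were called higher and 133 lower under CH4 limitation, and 104 higher and 178 lower under O2 limitation. The majority under O2 limitation turned in other runs of DESeq2, with 368 higher and 227 lower with the replicate block, 64 and 17 without 4.3-day steady-state replicate A, 861 and 699 without 4.3-day steady-state replicate B, and 10 and 2 or 13 and 2 without oxygen-limited replicate A or B. The genes called with all libraries and no block were the same as those marked in the authors' deposited table, 444 of 444 under CH4 limitation, 282 of 282 under O2 limitation and 4 of 4 between the steady states. That table gives the log2 ratio of steady state over limited group, with the sign opposite to the fold changes used here. Beside these, edgeR's 42 and 7 calls were all among the authors'.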

Significant Differential gene expressions (DGE) for comparisons between CH₄ off, O₂ off steady state conditions in *M. album* BG8.

Test Condition	CH ₄ off<br>(2.8-day RT)	O ₂ off<br>(4.3-day RT)	Steady State<br>(2.8-day RT)
Reference Condition	Steady State<br>(2.8-day RT)	Steady State<br>(4.3-day RT)	Steady State<br>(4.3-day RT)
Upregulated	311	104	0
Downregulated	133	178	4
Total DGE ^a	444	282	4

^aSignificance was determined by an absolute log₂fold change > | 1.0 |, and adjusted *p*-value < 0.05.

64 **Table S7.** Abbreviations of Compounds and Intermediates from Figure 6.

Abbreviation	Compound or Intermediate	Abbreviation	Compound or Intermediate
THF	tetrahydrofolate	GLT	glycerate
MFR	methanofuran	GLX	glyoxylate
H ₄ MPT	tetrahydromethanopterin	GLY	glycine
1,3DPG	1,3-bisphosphoglycerate	H6P	hexulose 6-phosphate
2PG	2-phosphoglycerate	HPYR	hydroxypyruvate
3PG	3-phosphoglycerate	ISOC	Isocitrate
6PG	6-phosphogluconate	KDPG	2-keto-3-deoxy-6-phosphogluconate
6PGL	6-phosphogluconolactonase	MAL	malate
AcCoA	acetyl-CoA	OAA	oxaloacetate
CH=H ₄ MPT	5,10-methenyl-H ₄ MPT	PEP	phosphoenolpyruvate
CH=THF	5,10-methenylTHF	PYR	pyruvate
CH ₂ -H ₄ MPT	5,10-methylene-H ₄ MPT	R5P	ribose 5-phosphate
CH ₂ -THF	5,10-MethyleneTHF	Ru5P	ribulose 5-phosphate
DHAP	dihydroxyacetone phosphate	S7P	sedoheptulose 7-phosphate
E4P	erythrose 4-phosphate	SER	serine
F6P	fructose 6-phosphate	SUC	succinate
FBP	fructose 1,6-bisphosphate	SuCoA	succinyl-CoA
FUM	fumarate	Tar-S	tartronate-S
G6P	glucose 6-phosphate	X5P	xylulose 5-phosphate
GAP	glyceraldehyde 3-phosphate	α -KG	α -ketoglutarate

65

66

67

68

REFERENCES

1. Tentori EF, Richardson RE. 2020. Methane Monooxygenase Gene Transcripts as Quantitative Biomarkers of Methanotrophic Activity in *Methylosinus trichosporium* OB3b. Appl Environ Microbiol 86:e01048-20.

How the deposited data were processed for this re-analysis (not part of the article)

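RNA was measured in 8 samples from reactors of *M. album* BG8, 2 in each of 4 groups: steady state at a 2.8-day retention time, 2 h without CH4 at that retention time, steady state at a 4.3-day retention time, and 2 h without O2 at that retention time. The paper ran a set of triplicate reactors at each retention time and shut off CH4 or O2 in those reactors after steady state, so the limited samples are later samples of the reactors in which the steady state was sampled. The replicate letters A and B name the samples of a group, and which reactor each came from is not given in the sources used here. The fit by group treats the samples as independent, and the fit with the replicate letter as a block treats samples of equal letter and retention time as a pair. The counts are the authors' raw counts per gene, as deposited, made from paired reads of stranded libraries that the authors trimmed with TrimGalore and mapped with STAR. Which strand column of STAR was taken is not given in the sources used here. The authors' deposited comparison table holds log2 ratios of group means normalized with DESeq2, the steady state over the limited group. Its adjusted p-value column is the authors' Benjamini-Hochberg adjustment of DESeq2's test, per comparison. The other column used, a call mark set by the authors, is 1 where that adjusted p-value, the mean count and the fold change pass their thresholds. The direction of the ratio was checked on the group means in the file for 1125, 1239 and 969 genes, and all went the way given here. The authors' table was used for comparison, and every other value was computed from the counts.
The libraries hold 111.436 M counts in genes, from 1322214 in methane-limited replicate B to 45767775 in oxygen-limited replicate B. The depth sets counting error only, and differences between samples are larger, with a common biological coefficient of variation of 0.447. All genes were tested with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For edgeR, 3848 of 3931 genes passed the filter on low counts, TMM factors were used, and a quasi-likelihood fit of all 8 libraries by group left 4 residual degrees of freedom. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1. The log2 CPM values used a prior count of 2. Principal components used the 500 most variable genes. Gene lists were 40 sets matched on product names and written before the data were examined. Some follow topics of the paper, whose results came from these same libraries. Tests of those lists are therefore not independent of what the paper reported. They were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated, and 1 list with fewer than 3 measured members was not tested. Random steps used the seed 20220520.
The alternatives were DESeq2, RLE factors, no filter, at least 10 counts in every library, only the 4 libraries compared, the replicate letter as a block, each library left out, non-coding RNA genes left out, the 10 most abundant genes left out, and all libraries thinned to 1322214 counts. A block for the pilot libraries, DESeq2 without each library, DESeq2 with the replicate block, camera with block and estimated correlation together, and the *nuo* list without METAL_RS07070, the paper's formate dehydrogenase beta, were added after the data were seen. The blocked fit left 2 residual degrees of freedom. The header of the deposited table marks replicates B of both 2.8-day groups as pilot libraries, so that pair shares a batch whether or not it shares a reactor. The deviations of the libraries from their group means had a correlation of 0.680 between those groups and 0.0928 between the 4.3-day groups, and edgeR with the replicate block called 10 genes under O2 limitation.
The genes named were chosen by a rule. It takes each gene that the paper's text names, at the locus of its Fig. 6, and in each list up to 4 called members, or else the most abundant pair. It adds for each limitation at most 10 called genes with the largest rise and 10 with the largest fall that have a known product, a mean of at least 50 counts and no overlap between groups. It also adds all genes called between the steady states, and the called genes with the largest difference between the limitations, but edgeR called 0 genes in both. The 4 genes that DESeq2 called between the steady states were added after the values were seen. Data Set S2 in part and Fig. 4 to 6 of the paper were visible before the rule was written. Locus tags, products and positions are those of the authors' deposited table.
The procedure was tested on simulated data. Of 100 genes with a true log2 fold change of 2 in size, edgeR called 41 and DESeq2 61 under simulated CH4 limitation, and of 100 at 4 they called 97 and 95. Among 3648 unchanged genes they called 4 and 14. For simulated O2 limitation edgeR called 48, 99 and 5, and DESeq2 67, 99 and 18. Camera called a list of 30 raised genes and 0 of 20 random lists. The simulated genes were drawn independently of each other, with no pilot batch and no library that stands apart. Changed genes were taken only from genes above a minimum mean count. The spread of each gene was set by the trend on abundance, not by its own estimate. These rates therefore do not measure how often genes or lists are missed or called wrongly in the real libraries. Reads were not mapped again, since the starting point is counts. The eggNOG classes of the paper, reactor measurements, qPCR and the other strain of the paper were not analysed here.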

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

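The tests on gene length, on the pilot batch as the reason for the split 4.3-day steady state, and on short RNA in the pilot libraries were chosen only after the result was seen.
Gene lists that answer the loss of CH4 and of O2 in different ways are listed first. The effects of the limitations differed for the *nuo* genes (camera, adjusted p = 8.84e-04), with a median difference of 0.91 over the 17 genes of that list, and this was lost without methane-limited replicate A (adjusted p = 0.0632). They differed for ribosomal protein genes (adjusted p = 1.29e-11) with 41 of 49 genes lower under CH4 than under O2 limitation. They differed for efflux transport genes (adjusted p = 0.0453), with a median difference of 0.55, lost without methane-limited replicate A, 2.8-day steady-state replicate B, oxygen-limited replicate A or 4.3-day steady-state replicate A (adjusted p 0.0512 to 0.643). With an estimated correlation 0 lists differed. Which gas was withheld and the retention time changed together, so the design does not part them.
Between the steady states, which the paper compares by single genes, camera called 8 lists, 2 of which the paper does not discuss. Toxin-antitoxin genes were higher at 2.8 days than at 4.3 days (adjusted p = 0.00141, median 0.74, 35 of 43 genes higher), and this was lost without 2.8-day steady-state replicate B or 4.3-day steady-state replicate A (adjusted p 0.0571 to 0.0951). Efflux transport genes were lower (adjusted p = 0.00278, median -0.46, 42 of 60 genes lower), lost without 4.3-day steady-state replicate A (adjusted p = 0.116). The other 6 are lists for which the paper or the passages describe the limitations, and a difference between the baselines enters the difference between those effects. The *pmo* genes here are all those of the methane monooxygenase list, the second operon included. At 2.8 days against 4.3 days, flagellum (adjusted p = 0.00141, median 0.55), chemotaxis (adjusted p = 0.0417, 5 of 6 genes), type IV pilus (adjusted p = 0.0182, median 0.70) and *pmo* (adjusted p = 0.0401, median 1.15) genes were higher, and translation factor (adjusted p = 0.00307, median -0.53) and *nuo* (adjusted p = 0.0386, median -0.34) genes were lower. These were lost without 2.8-day steady-state replicate B or 4.3-day steady-state replicate A (adjusted p 0.298 to 0.328) for the flagellum, without methane-limited replicate A, 2.8-day steady-state replicate B or either 4.3-day steady-state replicate (adjusted p 0.0533 to 0.291) for chemotaxis, without 2.8-day steady-state replicate B or 4.3-day steady-state replicate A (adjusted p 0.298 to 0.328) for the pili, without either 2.8-day steady-state replicate or either 4.3-day steady-state replicate (adjusted p 0.0703 to 0.160) for *pmo*, without 2.8-day steady-state replicate B or 4.3-day steady-state replicate A (adjusted p 0.0633 to 0.364) for translation factors and without either 2.8-day steady-state replicate or 4.3-day steady-state replicate B (adjusted p 0.0633 to 0.293) for *nuo*. After thinning, *pmo* (adjusted p = 0.156), chemotaxis (adjusted p = 0.0676), pili (adjusted p = 0.0501) and *nuo* (adjusted p = 0.0553) did not pass. With an estimated correlation the adjusted p was 0.877 for all 8.
Ribosomal protein genes fell more under CH4 than under O2 limitation. Replicate A of the 4.3-day steady state, which differs from replicate B, is argued against as the reason, since without it the median difference was -1.34 and 47 genes were lower. The pilot batch is argued against as well, since the pair of 2.8-day samples with the smaller change still had a median of -1.32. A response that lowers ribosome synthesis when the carbon source is withheld may explain it. This is a hypothesis drawn from these data and was not tested. The retention time stays open and was not tested.
Replicates A and B of the 4.3-day steady state stand apart. With all libraries thinned, the SD of their log2 difference was 1.28 over 1859 genes with a mean of at least 100 thinned counts, as before thinning. The split is therefore not confined to genes with few counts. Thinning cannot remove counting error already in replicate A, so it cannot decide on low depth. The SD was 1.505 after a trend on gene length was removed and 1.53 without abundant and non-coding RNA genes, which argues against both as the whole reason. A pilot batch predicts a positive correlation across genes with the pilot difference at 2.8 days, and it was -0.144. A shortage of O2 in that culture predicts one with the response to O2 limitation, and it was -0.162. Hemerythrin, which the paper links to O2 limitation, goes the other way. It was 8.18 higher on the log2 scale in replicate A than in replicate B. It was picked after its value was seen, and a shortage of O2 is not excluded. A different state of that culture may remain, and a wrong label or a mixed culture was not tested.
Replicates B of the methane-limited and 2.8-day steady-state groups, the pilot libraries, deviate alike from replicates A. Depth is argued against, since the correlation of their deviations was 0.643 after thinning and 0.680 before. More short RNA in the pilot libraries may be part of it: tRNA genes were higher in the pilot library by a median of 2.79 on the log2 scale at steady state and 3.19 under CH4 limitation, against -0.24 between oxygen-limited replicates A and B. A difference between the reactors cannot be told apart from the batch, because the mark and the letter coincide.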

How the results depend on the processing

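The alternatives were set before the data were examined, except the pilot block, DESeq2 without each library, DESeq2 with the replicate block, camera with block and estimated correlation together, and the *nuo* list without METAL_RS07070, which were chosen after the data were seen. No named gene called by edgeR and no called list reversed. The majority of DESeq2's O2 calls did: 104 up and 178 down with all libraries, 368 and 227 with the replicate block, and without a library 64 and 17 (4.3-day steady-state A), 861 and 699 (4.3-day steady-state B), 10 and 2 (oxygen-limited A) and 13 and 2 (oxygen-limited B). Where a count changed, the cause was not tested, apart from fewer libraries or genes where the setting itself removes them. The groups share an estimate of the spread, which the 4.3-day steady-state replicates enter with an SD of their log2 difference of 1.55. Genes under CH4 limitation are tested against that spread although neither library is compared there. Without either of these replicates, their difference leaves the estimate.
Genes called under CH4 limitation numbered 42 by edgeR. The count was 444 by DESeq2, 117 with RLE factors (108 up, 9 down), 162 with at least 10 counts in every library (146 up, 16 down), 72 with only the 4 libraries compared, 212 with the replicate block (156 up, 56 down), 77 without non-coding RNA genes, and 114 after thinning. It was 42 without the filter, 46 with the pilot block and 46 without the 10 most abundant genes. All 42 were among the calls with the replicate block, 41 among those after thinning and 38 among those with the pilot block. Leaving out a library gave 0 to 461 by edgeR, with 0 without oxygen-limited replicate B, methane-limited replicate B or either 2.8-day steady-state replicate, and 461 without 4.3-day steady-state replicate A. By DESeq2 it gave 167 without 2.8-day steady-state replicate A to 853 without 4.3-day steady-state replicate A.
Genes called under O2 limitation numbered 7 by edgeR. The count was 282 by DESeq2, 595 by DESeq2 with the replicate block, 4 with RLE factors, 4 after thinning, 1 with the pilot block and 0 with only the 4 libraries compared. Leaving out a library gave 0 to 1252 by edgeR and 12 to 1560 by DESeq2. The highest counts came without 4.3-day steady-state replicate B, and DESeq2's lowest without oxygen-limited replicate A.
Between the steady states edgeR called 0 genes (328 at an unadjusted p under 0.05) and DESeq2 4. Leaving out a library gave 0 to 962 by edgeR and 0 to 1432 by DESeq2, with the highest without 4.3-day steady-state replicate B. For the difference between the limitations edgeR called 0 (289 at an unadjusted p under 0.05), DESeq2 53, edgeR with the replicate block 1 and after thinning 1. Leaving out a library gave 0 to 154 by edgeR and 3 to 820 by DESeq2, again highest without 4.3-day steady-state replicate B.
Of the 40 gene lists, camera called 9 under CH4 limitation, 3 under O2 limitation, 8 between the steady states and 3 for the difference. With the correlation estimated it called 0, 0, 0 and 0, and with the replicate block as well 0 under CH4 limitation, 0 under O2 limitation and 0 for the difference. Under CH4 limitation it called 10 without the filter and 11 with the replicate block, and 6 without methane-limited replicate B to 11 without oxygen-limited replicate B or 2.8-day steady-state replicate B. Under O2 limitation it called 5 with RLE factors, 8 with the replicate block and 6 with the *nuo* list without METAL_RS07070, and 3 without 4.3-day steady-state replicate A to 6 without oxygen-limited replicate A. Between the steady states it called 4 after thinning, and 1 without 2.8-day steady-state replicate B to 9 without methane-limited replicate B. For the difference it called 1 without methane-limited replicate A to 9 without 4.3-day steady-state replicate A. The other alternatives run for lists were RLE factors, no filter, thinning, the replicate block and the *nuo* list without METAL_RS07070. Under all of these 9 of 9 lists under CH4 limitation and 3 of 3 under O2 limitation passed, and 5 and 2 passed without each library. The remaining alternatives were run for genes only.
Of 112 named genes, edgeR called 17 under CH4 limitation, and 163 of 170 values under other alternatives were also calls, with 12 genes called under all of them. Without a library 98 of 136 were no longer calls. Under O2 limitation, with 4 called, 32 of 40 values were also calls, and 28 of 32 without a library were not. DESeq2 calls made without each of the 8 libraries numbered 117 under CH4 limitation (112 up, 5 down) and 9 under O2 limitation, all up. Shares of counts, detected genes and the percentages of variance on the first 2 principal components stayed within the replicate spread or 1.5 times. The depth of methane-limited replicate B, 1322214 counts, limits genes of low abundance under CH4 limitation.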

Differences from the paper's values

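At the paper's thresholds, the paper gives 444 genes called under CH4 limitation, 311 higher and 133 lower, and edgeR called 42, 39 higher and 3 lower. Of the alternatives set before the data were examined, DESeq2 gives 444, 311 and 133, and edgeR gives 461, 329 and 132 without 4.3-day steady-state replicate A and 460, 329 and 131 without replicate B. These are within 1.5 times the paper's values, and the other alternatives set then are not. Of the settings chosen after seeing the values, DESeq2 comes within 1.5 times of the total without methane-limited replicate A (309, with 200 and 109, dropping 207 of the paper's 444 calls) and with the replicate block (606, with 401 and 205, dropping 30). It comes within 1.5 times of the 311 higher genes alone, again chosen after seeing the values, with 216 without oxygen-limited replicate A (dropping 182), 214 without oxygen-limited replicate B (184) and 238 without 2.8-day steady-state replicate B (219).
The paper gives 282 genes called under O2 limitation, 104 higher and 178 lower, and edgeR called 7, with 7 higher and 0 lower. DESeq2 gives 282, 104 and 178, and none of the other alternatives set before the data were examined is within 1.5 times of these. Of the settings chosen after seeing the values, DESeq2 is, with 258, 90 and 168 without methane-limited replicate A (dropping 46 of the paper's 282 calls) and 280, 91 and 189 without methane-limited replicate B (dropping 41), and for the lower genes alone with the replicate block (227, dropping 21). Between the steady states the paper gives 4 genes called, all 4 lower, where edgeR called 0 and 0 lower, and DESeq2 gives 4 and 4. No other alternative set beforehand does. DESeq2 without methane-limited replicate B, chosen after seeing the values, gives 5 lower of 7 called and drops 0 of the 4.
The paper states a decrease of about 2-fold for *pmoA* in RNA-seq during substrate limitation. By reverse transcription-qPCR, per cell, it reports a much larger decrease, while CPM are relative to all counts of a library. Under O2 limitation the fold decrease here was 0.692, an increase, with an adjusted p of 0.690 from edgeR. None of the settings came within 1.5 times of the paper's value. The direction depends on the steady-state library, since the oxygen-limited mean lay between replicates A and B of the 4.3-day steady state. Under CH4 limitation the fold decrease was 2.32 with an adjusted p of 0.432 from edgeR. It too depends on the steady-state library, with 1.11 without 2.8-day steady-state replicate B and 3.54 without replicate A.
Methane-limited replicate B has 3.1 M aligned reads in the paper's table and 1.32 M counts in genes here, where no alternative applies.
The paper describes *rpoE* as significantly upregulated in both limitations. Under O2 limitation its log2 fold change was 0.78 and passed neither by edgeR (adjusted p = 0.316) nor by DESeq2 (adjusted p = 0.169), while DESeq2 called it under CH4 limitation (adjusted p = 0.00140). Without 4.3-day steady-state replicate B edgeR calls it in both limitations, and without replicate A under CH4 limitation. It describes *csrA* as downregulated in both. The log2 fold changes, -0.97 and -1.95, have that direction, and neither passed by edgeR or DESeq2. In every fit of this section without 4.3-day steady-state replicate B, the only O2 reference is replicate A, which lies apart from the other libraries. For *csrA* the fall under O2 limitation rests on replicate A, since the oxygen-limited mean lay above the level in replicate B. DESeq2 without that library, chosen after seeing the values, also calls both genes under O2 limitation and drops 3 of the paper's 282 calls.
It gives superoxide dismutase, peroxiredoxin and thioredoxin as significant under CH4 limitation. DESeq2 calls all 3, edgeR none (adjusted p = 0.172, 0.0554 and 0.1000), and edgeR without either 4.3-day steady-state replicate calls all 3. Peroxiredoxin is an edgeR call also with the replicate block, with RLE factors, with at least 10 counts in every library, without non-coding RNA genes and after thinning, and thioredoxin with at least 10 counts in every library. For hemerythrin under O2 limitation the increase did not pass by either tool, and DESeq2 without 4.3-day steady-state replicate A or with the replicate block, both chosen after seeing the values, calls it and drops 226 and 21 of the paper's 282 calls.
It has pentose phosphate pathway genes rise under CH4 limitation, and with Entner-Doudoroff genes under O2 limitation. Here 5 of 13 pentose phosphate genes were higher under CH4 limitation and 7 of 13 under O2 limitation, where 3 of 4 Entner-Doudoroff genes were higher too. In these lists edgeR and DESeq2 called 0 genes higher, and DESeq2 called transketolase lower under O2 limitation. Of the Embden-Meyerhof-Parnas genes, which it has fall under O2 limitation, 9 of 12 were lower, and neither tool called any. Without 4.3-day steady-state replicate B edgeR calls under O2 limitation 1 pentose phosphate gene higher and 1 lower, 2 Entner-Doudoroff genes higher, and 1 Embden-Meyerhof-Parnas gene higher and 4 lower, as DESeq2 does for the latter 2 pathways. Without either 4.3-day steady-state replicate both tools call transaldolase higher and transketolase lower under CH4 limitation. DESeq2 calls the Embden-Meyerhof-Parnas gene METAL_RS06945 lower without methane-limited replicate A or B or with the replicate block. These settings of DESeq2 were chosen after seeing the values, and of the paper's O2 calls they drop 3 without 4.3-day steady-state replicate B and 46, 41 and 21 for METAL_RS06945, and of its CH4 calls 0.
It has translation and ribosome genes fall in both limitations, the ribosomal protein genes more under CH4 limitation and mostly translational genes under O2 limitation. The directions here are those, except that 27 of 49 ribosomal protein genes were higher under O2 limitation, with 0 calls by edgeR and 1 higher by DESeq2. Without 4.3-day steady-state replicate B edgeR calls 7 of them higher and 5 lower.
It has *pmo* genes generally fall in both limitations. Under O2 limitation the log2 fold changes were 0.17 for *pmoC*, 0.53 for *pmoA* and -0.21 for *pmoB*, with 0 calls by edgeR or DESeq2, and under CH4 limitation they were 0.17, -1.22 and -0.47. Without 4.3-day steady-state replicate B edgeR calls 2 genes of the second methane monooxygenase operon, METAL_RS06970 and METAL_RS06980, higher under O2 limitation, and DESeq2 without that library, chosen after seeing the values, calls METAL_RS06970 and *pmoA* higher and drops 3 of the paper's 282 calls.
It has glycogen synthase fall significantly and debranching genes rise in both. For *glgA* neither tool made a call in either limitation. For *glgX* DESeq2, and edgeR without either 4.3-day steady-state replicate, made the call under CH4 limitation, with a log2 fold change of 0.20 under O2 limitation. Of 9 glycogen breakdown genes DESeq2 called 4 higher and 1 lower under CH4 limitation. Among the higher, METAL_RS02410 and METAL_RS02415 are edgeR calls too with RLE factors, at least 10 counts in every library, the replicate block, thinning or without either 4.3-day steady-state replicate. Without 4.3-day steady-state replicate B edgeR calls 3 genes of glycogen breakdown higher under O2 limitation, the debranching gene METAL_RS15890 among them. Of glycosyltransferase genes DESeq2 called 2 higher and 3 lower under CH4 limitation and 5 lower under O2 limitation, and edgeR 0. Over its alternatives edgeR called up to 3 lower under CH4 limitation, and 8 lower under O2 limitation without 4.3-day steady-state replicate B. As a list they passed as lower under O2 limitation with the replicate block (adjusted p = 0.0464) and without oxygen-limited replicate A.
It has formate dehydrogenase rise specifically under CH4 limitation. DESeq2 called METAL_RS05990 higher in both limitations and METAL_RS07075 under CH4 limitation, and edgeR called neither. Without either 4.3-day steady-state replicate edgeR calls METAL_RS07075 under CH4 limitation, and without replicate B it calls both genes under O2 limitation.
It describes the duplicates of both limited groups as similar. The SD of the log2 difference between replicates was 0.36 for the oxygen-limited, 1.28 for the methane-limited, 0.97 for the 2.8-day and 1.55 for the 4.3-day steady-state group.
It counts the genes with expression as protein coding. Of the genes with a count here 3784 of 3923 are.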

Other observations

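The pair METAL_RS10755 and METAL_RS10760 was chosen after its values were seen, and the other genes by the rule given in the processing summary.
Several genes outside the paper's discussion rose under CH4 limitation by edgeR. A substrate-binding protein of the PhnD/SsuA/transferrin family, METAL_RS16240, had a log2 fold change of 3.17 (adjusted p = 0.0315). The AI-2E family transporter METAL_RS01515, next to the aconitate hydratase gene METAL_RS01510, had 3.09 (adjusted p = 0.0291), the MBL fold metallo-hydrolase METAL_RS19890 3.19 (adjusted p = 0.0301) and the phosphate hydrolase METAL_RS06065, next to the toxic anion resistance gene METAL_RS06060, 2.97 (adjusted p = 0.0291). An IS5 family transposase METAL_RS10920 had 2.57 (adjusted p = 0.0315). Under CH4 limitation DESeq2 called these 5 genes without each of the 8 libraries. There edgeR lost each call without either methane-limited, either 2.8-day steady-state or either oxygen-limited replicate. With all libraries, DESeq2 also called METAL_RS16240 and METAL_RS01515 higher under O2 limitation, and edgeR did not. Both O2 calls were lost without either oxygen-limited replicate or 4.3-day steady-state replicate A. That of METAL_RS01515 was also lost without either 2.8-day steady-state replicate. METAL_RS19890, METAL_RS06065 and METAL_RS10920 were called by neither tool under O2 limitation with all libraries.
Of the neighbors METAL_RS10755 and METAL_RS10760, listed with products of unknown function, the first had a log2 fold change of 5.46 (standard error 0.91, adjusted p = 0.0310 from edgeR) under CH4 limitation and the second of 5.49 (standard error 0.60, adjusted p = 0.0113 from edgeR).
The lists below did not pass in either limitation with all libraries, TMM factors and no block. Medians under CH4 and O2 limitation were 0.01 and -0.31 for copper handling, 0.09 and 0.44 for TonB-dependent and iron uptake, 0.26 and 0.61 for exopolysaccharide and capsule, -0.83 and -0.03 for nitrate, nitrite and nitric oxide metabolism, 0.09 and 0.54 for DNA transposition, -0.28 and 0.56 for oxygen-binding proteins, 0.24 and 0.27 for sigma and anti-sigma factors, with camera adjusted p values of 0.759, 0.355, 0.648, 0.247, 0.247, 0.648, 0.247 under CH4 limitation and 0.883, 0.798, 0.798, 0.883, 0.0575, 0.713, 0.697 under O2 limitation in that order. DNA transposition passed as higher under O2 limitation with RLE factors (adjusted p = 0.0446), with the replicate block (adjusted p = 0.0373), with METAL_RS07070 left out of the *nuo* list (adjusted p = 0.0481) and without oxygen-limited replicate A, methane-limited replicate A or either 2.8-day steady-state replicate, and under CH4 limitation without 2.8-day steady-state replicate A.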
